# Glucocorticoid Receptor-Regulated Enhancers Play a Central Role in the Gene Regulatory Networks Underlying Drug Addiction

**DOI:** 10.3389/fnins.2022.858427

**Published:** 2022-05-16

**Authors:** Sascha H. Duttke, Patricia Montilla-Perez, Max W. Chang, Hairi Li, Hao Chen, Lieselot L. G. Carrette, Giordano de Guglielmo, Olivier George, Abraham A. Palmer, Christopher Benner, Francesca Telese

**Keywords:** transcription, transcriptional enhancer, transcription factor, gene regulation, brain function, addiction, self-administration, glucocorticoid receptor

## Abstract

Substance abuse and addiction represent a significant public health problem that impacts multiple dimensions of society, including healthcare, the economy, and the workforce. In 2021, over 100,000 drug overdose deaths were reported in the US, with an alarming increase in fatalities related to opioids and psychostimulants. Understanding the fundamental gene regulatory mechanisms underlying addiction and related behaviors could facilitate more effective treatments. To explore how repeated drug exposure alters gene regulatory networks in the brain, we combined capped small (cs)RNA-seq, which accurately captures nascent-like initiating transcripts from total RNA, with Hi-C and single nuclei (sn)ATAC-seq. We profiled initiating transcripts in two addiction-related brain regions, the prefrontal cortex (PFC) and the nucleus accumbens (NAc), from rats that were never exposed to drugs or were subjected to prolonged abstinence after oxycodone or cocaine intravenous self-administration (IVSA). Interrogating over 100,000 active transcription start regions (TSRs) revealed that most TSRs had hallmarks of bonafide enhancers and highlighted the KLF/SP1, RFX, and AP1 transcription factors families as central to establishing brain-specific gene regulatory programs. Analysis of rats with addiction-like behaviors versus controls identified addiction-associated repression of transcription at regulatory enhancers recognized by nuclear receptor subfamily 3 group C (NR3C) factors, including glucocorticoid receptors. Cell-type deconvolution analysis using snATAC-seq uncovered a potential role of glial cells in driving the gene regulatory programs associated with addiction-related phenotypes. These findings highlight the power of advanced transcriptomics methods to provide insight into how addiction perturbs gene regulatory programs in the brain.

## Introduction

Drug addiction and related health problems impact millions of lives in the United States and impose an enormous medical, social, and economic burden on society (Fan et al., 2019). Addiction is a chronic relapsing disorder characterized by diminished control over drug-seeking, compulsive consumption despite negative consequences resulting from drug use, and relapse to drug-taking even after years of abstinence. These enduring effects suggest that chronic drug exposure causes persistent changes in the brain that underlie the development of addiction-related behaviors. The transition from recreational to compulsive drug-seeking is associated with the recruitment of brain reward and stress systems (Koob et al., 2014), including the corticostriatal circuitry that involves the prefrontal cortex (PFC) and the nucleus accumbens (NAc) (Koob and Volkow, 2016). This transition is a critical step in the emergence of compulsivity, which leads to loss of inhibitory control over drug use by recruitment of neuronal populations in the prefrontal cortex (PFC) (Koob and Volkow, 2016).

Numerous studies have demonstrated that long-lasting changes in gene expression patterns in brain regions of the reward pathway are a critical mechanism by which substances of abuse lead to persistent drug-induced neuroadaptations (Russo et al., 2010; Gipson et al., 2014). These neuroadaptations manifest as changes in excitability, synaptic function, and structure, ultimately contributing to the increased risk of relapse after prolonged abstinence (Dong et al., 2017). It is well known that different drugs of abuse act through distinct receptors but engage convergent pathways that activate or repress the activity of transcriptional factors (TFs) or epigenetic regulators, which in turn drive changes in gene expression patterns (Pierce et al., 2018; Hamilton and Nestler, 2019; Teague and Nestler, 2021; Werner et al., 2021). Numerous studies have elucidated the role of crucial TFs in regulating gene expression patterns altered by repeated exposure to addictive drugs, including opioids and cocaine. These TFs include AMP response element-binding protein (CREB), ΔFOSB, nuclear factor κB (NFκB), early growth response protein 3 (EGR3), and nuclear receptor subfamily 4 group a member 1 (NR4A1) (Hope et al., 1994; Carlezon<suffix>Jr.</suffix>, Thome et al., 1998; Barrot et al., 2002; McClung and Nestler, 2003; Zachariou et al., 2006; Chandra et al., 2015; Carpenter et al., 2020). In parallel, numerous studies have begun to uncover chromatin-mediated mechanisms that contribute to behavioral responses to addictive drugs, such as drug-induced post-translational modification of histone proteins (Stewart et al., 2021).

Despite this knowledge, remarkably little is known about the gene regulatory mechanisms responsible for driving these changes. Mammalian gene expression programs are orchestrated by the collective action of tens or even hundreds of thousands of regulatory elements, most of which are annotated as putative enhancers and located in regions far from the promoter regions of genes (Sheffield et al., 2013). Enhancers recruit key TFs and other cofactors to influence the transcription of nearby genes, are usually cell type- and stimulus-specific (Ong and Corces, 2011; Heinz et al., 2015), and play an essential role in brain development and function (Carullo and Day, 2019). While the mapping of open chromatin by DNase/ATAC-seq or the epigenetic landscape (e.g., H3K4me1, H3K27ac) by ChIP-seq have provided a wealth of information about potential enhancers (Ernst et al., 2011), discerning their activity or function in different contexts remains challenging.

To improve our understanding of gene regulation underlying addiction-related behaviors, we profiled the activity of regulatory elements in the brains of rats exhibiting addiction-like behaviors using a recently developed technique called capped small(cs)RNA-seq (Duttke et al., 2019). csRNA-seq captures short initiating (20-60 nt) RNAs with a 5′ cap structure synthesized during the earliest stages of transcription initiation by RNAP II. The method reveals the genome-wide transcription start sites (TSSs) of both stable and unstable transcripts and, thus, all active regulatory elements, including promoters and enhancers, which we will collectively refer to as transcription start regions (TSRs). Since changes in enhancer RNA transcription serve as one of the most reliable markers for nearby gene regulation (Mikhaylichenko et al., 2018), csRNA-seq profiles can provide critical information about the state of regulatory networks in the cell (Duttke et al., 2019; Lim et al., 2021). Furthermore, the single-nucleotide resolution of csRNA-seq data provides a high-resolution mapping of regulatory elements and can reveal spacing relationships between individual transcription start sites (TSS) and TF binding sites (Duttke et al., 2019).

Here, we compared transcription initiation profiles by csRNA-seq using brain tissues isolated from rats that were not exposed to drugs or were subjected to a well-validated extended access model of intravenous self-administration (IVSA) of oxycodone or cocaine (Ahmed and Koob, 1998; Ahmed et al., 2000, 2002; George et al., 2008; Chen et al., 2013; Koob et al., 2014; de Guglielmo et al., 2019; Carrette et al., 2021). Tissues were collected after five weeks of prolonged abstinence to study the long-term effects of voluntary drug intake and were obtained from a tissue repository (Carrette et al., 2021). We selected NAc for its role in mediating the reinforcing effects of substances of abuse and the prefrontal cortex (PFC) for its role in inhibitory control behavior altered in addiction (Everitt, 2014). We integrated active TSR profiles with bulk and single-cell epigenomic data from rat brains to characterize active regulatory elements genome-wide. By comparing drug-exposed versus control samples, we identified potential TFs binding sites differentially transcribed at key enhancer elements in rats with a history of addiction-like behavior. Overall, these findings show the advantage of profiling initiating transcripts to facilitate the identification of upstream regulators of addiction-like phenotypes.

## Results

### Identification of Transcribed Regulatory Elements in the Rat Brain

To probe if substance abuse can alter gene regulatory programs in the brain, we comprehensively profiled active regulatory elements in two brain regions implicated in addiction: the prefrontal cortex (PFC) and nucleus accumbens (NAc, Figure 1A). Samples from six animals were obtained from a tissue repository (Carrette et al., 2021), including two naive rats, two rats subjected to oxycodone intravenous self-administration (IVSA), and two rats subjected to cocaine IVSA (Arnold et al., 2019; Adhikary et al., 2021; Carrette et al., 2021). We further generated total small RNA-seq libraries used as input in csRNA-seq peak calling to mitigate the identification of false TSS from potential RNA degradation-related biases or other high abundance short RNA species. 

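Capped small RNA of PFC came from 2 naive, 2 oxycodone and 2 cocaine rats, and that of NAc from 2 naive, 1 oxycodone and 2 cocaine rats. Self-administration of oxycodone was for 2 h per day over 4 days and 12 h per day over 14 days, and that of cocaine for 2 h per day over 10 days and 6 h per day over 14 days. Both were followed by 5 weeks of abstinence. The csRNA-seq libraries held 7652894 to 9836870 uniquely aligned tags in PFC (median 8914760) and 7991632 to 9874948 in NAc (median 8935735), by Supplementary Table 1. Small RNA input libraries of the same samples held 3964893 to 4728535 tags in PFC (median 4304853) and 3056391 to 4011377 in NAc (median 3548789). The authors trimmed the reads with HOMER, aligned them to the mRatBN7.2/rn7 assembly with STAR and kept reads with a single, unique alignment that was neither spliced nor soft clipped. Libraries were pooled per brain region before HOMER called TSRs against the pooled input, and the pooled totals of 52901833 tags in PFC and 45137898 in NAc equal the sums of the libraries. Each deposited TSR is 151 bp wide and has a strand and a score, which is its number of tags scaled to 10000000 tags of the pool, rounded by the authors. Because the pools hold no separate samples, a score has no replicate error, and no test between samples was made from the lists. Scores served to rank, group and describe the TSRs of each list, and no change between regions was tested from them. Counts of tags per TSR in each library were not used here. Positions are given as in the deposited lists, counted from 1 on mRatBN7.2.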

Except for one of the libraries prepared from the NAc of a rat exposed to oxycodone, which failed QC and was discarded from the analysis, csRNA-seq worked as expected by enriching 5′-capped initiating short transcripts (Supplementary Table 1 and Supplementary Figure 1). As such, the methodological advance of csRNA-seq allowed us to define actively transcribed enhancer RNAs from the banked tissues, which enabled us to explore changes in gene regulatory networks associated with addiction-like behavior.

**FIGURE 1:**
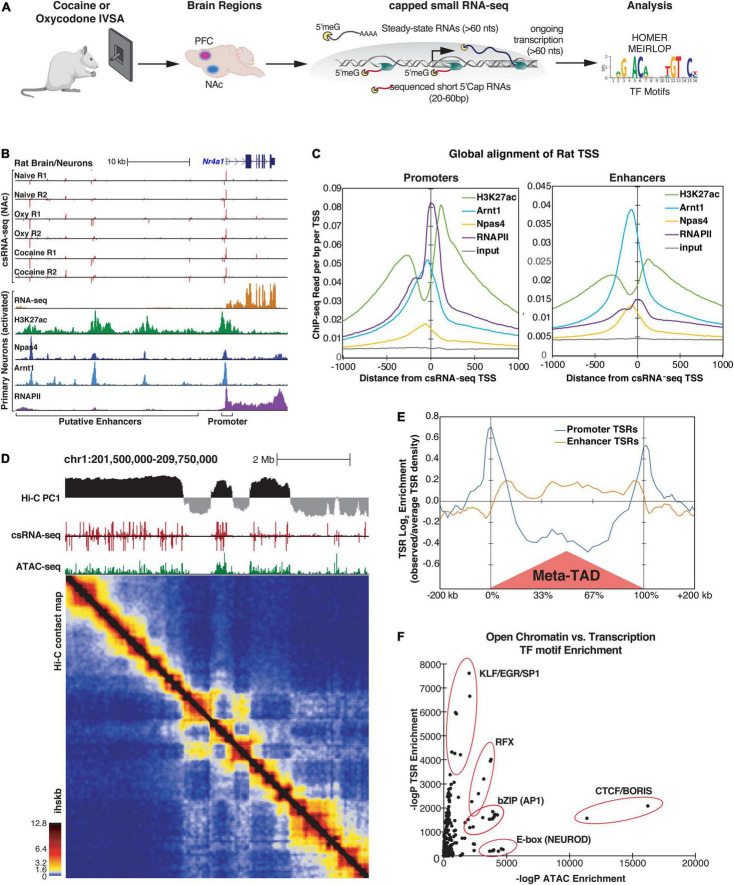
Identification of Transcriptional Start Regions (TSRs) by csRNA-seq in rat brain tissues. **(A)** Diagram of study design. **(B)** An example of csRNA-seq data generated from naive, cocaine-, and oxycodone-exposed rat brains at the *Nr4a1* locus (top) showing overlap with previously published transcriptomic and epi-genomic data from rat hippocampal neurons (bottom). **(C)** Distribution of various histone marks and TFs from primary rat hippocampus neurons with respect to promoter-associated (left) or enhancer-associated (right) TSRs identified by csRNA-seq in rat brains. Regions are aligned to the primary transcription start site (TSS) in the TSR. **(D)** Genome browser tracks from a representative region of chr1 showing (from top to bottom) A/B chromatin compartments (PC1 from Hi-C), TSRs (csRNA-seq), open chromatin regions (ATAC-seq), and the corresponding contact map of chromatin interactions (Hi-C) from rat PFC tissues. Ihskb = interactions per hundred square kilobases per billion mapped reads. **(E)** Histogram showing the relative distribution of promoter and enhancer-associated TSRs around TAD regions identified by Hi-C. **(F)** Relationship between ATAC and csRNA motif enrichment for known TF motifs. Motifs recognized by key TFs sharing common DNA binding domains are highlighted.

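TSRs with high scores were present in both PFC and NAc, and TSRs with low scores were often present in the list of a single region. In PFC, 98.9% of the TSRs in the highest 10% by score overlapped a TSR of the NAc list by at least 1 bp on the same strand, against 15.5% in the lowest 10%. In NAc the shares were 99.1% in the highest 10% and 48.3% in the lowest 10%. Over whole lists, 54.7% of PFC TSRs (95% exact binomial interval 54.5 to 55.0) and 74.6% of NAc TSRs (74.3 to 74.9) overlapped a TSR of the other region. The 59593 TSRs present in the PFC list only had a median score of 4, and PFC TSRs present in both lists a median of 20. The 24510 TSRs present in the NAc list only had a median score of 6, against 19 for NAc TSRs in both. The top 1% of TSRs held 33.2% of the summed score in PFC and 30.8% in NAc. HOMER had first listed 170809 putative regions in PFC and 137331 in NAc at a false discovery rate of 0.001, with a minimum of 12 and 11 tags. Signal under 2-fold over the input removed 20952 in PFC and 31108 in NAc, and signal under 2-fold over the surrounding 10000 bp removed another 18210 and 9660. A TSR in a single list is not a differential TSR, since a low-scoring TSR can miss the minimum in the other pool, and the intervals cover counting error only.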

Across 11 csRNA-seq libraries, we identified 131,647 and 96,563 genomic regions in the PFC and NAc, respectively, with one or more transcription start sites (TSSs) which we refer to as Transcriptional Start Regions (TSRs). While 15.7% TSRs (20,693 total) in PFC and 19.5% TSRs (18,878 total) in NAc were within or proximate to annotated gene promoter regions, the majority were at promoter-distal sites within introns and intergenic regions of the genome (61% in PFC and 57% in NAc; Supplementary Figure 2A). These promoter-distal TSRs commonly overlapped with markers of active promoters and enhancers from available rat epigenetic data (Supplementary Figure 2B), as exemplified for the *Nr4a1* locus (Figure 1B). 

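In PFC, 77656 TSRs had a TSR on the other strand with its centre within 500 bp, which is 59.0% of the list (95% exact binomial interval 58.7 to 59.3). In NAc, 58897 TSRs had such a partner, which is 61.0% (60.7 to 61.3). After the TSRs of the other strand were moved by 10 kb, 5.73% of PFC TSRs and 4.45% of NAc TSRs had a partner. Pairs in which the TSRs point away from each other, the arrangement of divergent transcription at enhancers and promoters, made up 47.2% of PFC TSRs and 49.6% of NAc TSRs. A partner on the downstream side only was found for 11.8% of PFC TSRs and 11.4% of NAc TSRs. These shares are over promoter and distal TSRs together, because gene annotation of mRatBN7.2 was not used here. The paper's text names no window for a bidirectional TSR, and the share was 39.1% in PFC and 41.5% in NAc with a window of 200 bp.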

Notably, as seen for the *Nr4a1* locus, distal TSRs were largely bidirectionally transcribed, a common enhancer feature (Figure 1B; De Santa et al., 2010; Kim et al., 2010; Telese et al., 2015). Analysis of all TSRs genome-wide displayed an architecture typical for vertebrates, with the summit of open chromatin just upstream of the TSSs where the strongest transcription factor ChIP-seq signals can be found (Figure 1C). At the same time, H3K27ac modified nucleosomes were distributed just downstream or upstream of the regulatory region (Figure 1C). Together these data show that csRNA-seq captures active promoters and distal enhancers with high fidelity and accuracy.

The three-dimensional (3D) genome organization can be an essential factor in gene regulation (Andrey et al., 2013; Benabdallah and Bickmore, 2015). To place our identified TSRs in the context of chromatin structure, we generated Hi-C data for the PFC of one rat. 83% of TSRs overlapped with A compartments (PC > 0), which define the active region of the genome (Figure 1D; Lieberman-Aiden et al., 2009). Notably, the association with the A compartment was significantly stronger (*p* < 1e-16) for transcribed accessible regions (*n* = 91323 ATAC-seq peaks that overlapped a TSR) compared to those that were not transcribed (*n* = 45389 ATAC-seq peaks that did not overlap a TSR, Supplementary Figure 2C). In addition, TSRs associated with promoters versus enhancers showed a distinct distribution pattern around topological domains (TAD, Figure 1E). While promoter-associated TSRs were enriched at TAD boundaries, enhancer-associated TSRs were enriched within TADs (Figure 1D), which supports the role of promoters and enhancers in defining the TAD boundaries genome-wide (Dixon et al., 2012). In support of this observation, TSRs also overlapped with the enrichment of H3K27Ac and ATAC-seq peaks at topological domains (TAD) boundaries (Supplementary Figure 2D). Contrasting transcribed and untranscribed open chromatin regions revealed the enrichment of CTCF or helix-loop-helix (bHLH) TFs (e.g., NEUROD1 or OLIG2) in regions with little or no transcription (Figure 1F and Supplementary Figure 2E). At the same time, KLF/SP1, RFX, and AP1 motifs were highly enriched in actively transcribed ones (Figure 1F and Supplementary Figure 2E), suggesting that these TFs may act as critical activators of brain transcriptional programs. Together, these data emphasize the advantage of capturing enhancer RNAs through methods such as csRNA-seq to define active enhancers over a more basic definition of enhancers simply based on open chromatin or ATAC-seq peaks.

### Brain Region Specificity of TSRs

Enhancers play a critical role in regulating tissue-specific gene expression (Levine, 2010). To identify specific transcriptional signatures for each brain region, we therefore compared TSRs from PFC and NAc, which identified 2,967 PFC-specific and 5,991 NAC-specific TSRs (>2-fold difference, FDR <10%). Differential TSRs were commonly found near genes typically expressed in the specific brain region. For example, TSRs at the *Neurod6* gene locus were highly transcribed in the PFC but not in the NAc, while the dopamine receptor-1 (*Drd1*) gene locus was highly transcribed in the NAc but not in the PFC (Figure 2A). These results are consistent with the known cellular composition of these brain regions, with the PFC enriched in NEUROD6-expressing glutamatergic excitatory neurons and the NAc enriched in DRD1-expressing medium spiny projection neurons. In addition, this analysis showed that the tissue-specific TSRs are often located adjacent to one another and map within the same TAD (Figure 2A), suggesting that distal TSRs might preferentially function within a TAD. 

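At Neurod6, which encodes a basic helix-loop-helix factor of cortical excitatory neurons, the PFC list held 8 TSRs and the NAc list 3 TSRs in 43.0 kb of chromosome 4. At Drd1, which encodes the D1 dopamine receptor of medium spiny neurons, the NAc list held 15 TSRs and the PFC list 9 TSRs in 19.0 kb of chromosome 17. The strongest PFC TSR at Neurod6, at 84849829 to 84849979 on the minus strand, had a score of 507 and rank 2856 in the PFC list, within the top 2.17%. The NAc list gave this TSR a score of 22 and rank 35173, within the top 36.4%. The strongest NAc TSR at Drd1, at 10540420 to 10540570 on the plus strand, had a score of 151 and rank 10690 in the NAc list, within the top 11.1%. The PFC list gave it a score of 50 and rank 22344, within the top 17.0%. Of the 8 PFC TSRs at Neurod6, 5 overlapped no TSR of the NAc list, and of the 15 NAc TSRs at Drd1, 10 overlapped no TSR of the PFC list. The positions of the loci were read from Figure 2A, and ranks from lists of different length show no change between regions. 

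**Figure D1:**
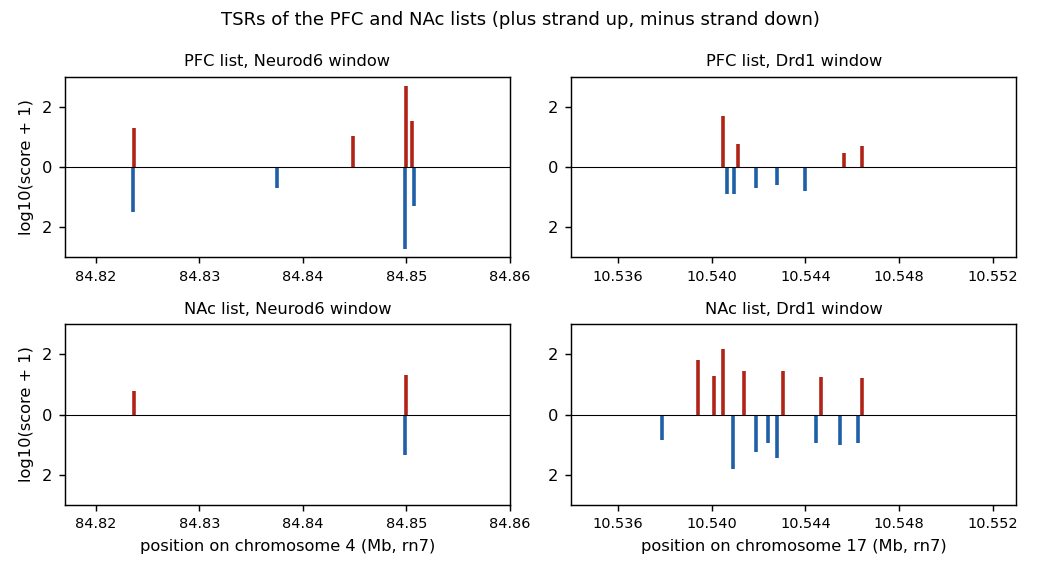
TSRs of the PFC list (top) and the NAc list (bottom) at Neurod6 (left) and Drd1 (right). Each line is a TSR at its position in Mb, with its height the log10 of the score plus 1, upward for the plus strand and downward for the minus strand. The Neurod6 region holds 8 TSRs in PFC and 3 in NAc, and the Drd1 region 9 in PFC and 15 in NAc.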

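TSRs present in the list of a single region lay next to each other along the chromosomes in both PFC and NAc. In PFC, 57.4% of these TSRs were followed by another TSR of the PFC list only, against 51.4% to 52.3% when the label was shuffled 1000 times among TSRs of like score. In NAc the share was 41.0%, against 28.0% to 29.3% after shuffling. When the next TSR was taken at least 2000 bp on, so that TSRs of the same element were not counted, the share was 58.0% in PFC with a highest shuffle of 55.1%, and 38.4% in NAc with a highest shuffle of 31.4%. In the 1300 kb of chromosome 4 around Neurod6, 40 of 67 PFC TSRs and 9 of 36 NAc TSRs were in a single list. In the 1050 kb of chromosome 17 around Drd1, 45 of 109 PFC TSRs and 76 of 140 NAc TSRs were. A TSR in a single list is not the same as a differential TSR of the paper, and TADs were not analysed here. From tissue-specific TSRs that lie side by side within a TAD, the paper proposes that distal TSRs might preferentially function within a TAD.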

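mRNA of PFC and NAc was sequenced from 2 naive, 2 oxycodone and 2 cocaine rats, with 1 library per rat and region. The authors prepared stranded mRNA libraries with paired reads, aligned them to mRatBN7.2/rn7 with STAR and counted reads per gene with featureCounts. The annotation, the strand setting and the versions are not given in the sources used here. Total counts in PFC were 22655461 and 35542347 in naive rats, 24980461 and 22791012 after oxycodone, and 25321204 and 30396611 after cocaine. In NAc they were 21213368 and 23208471 in naive rats, 37862493 and 23227166 after oxycodone, and 25542032 and 29965445 after cocaine. The deposited counts were tested with edgeR's quasi-likelihood test after TMM normalization, with the 12 libraries in a single fit of 6 groups that leaves 6 residual degrees of freedom. Of 34174 genes, the 17527 with enough counts by edgeR's filterByExpr were tested, and genes were called at a Benjamini-Hochberg adjusted p under 0.05. Groups of genes were tested against all other genes with limma's camera, with a preset correlation of 0.01 between genes, and adjusted over the 18 lists. Values are given as CPM on the normalized library sizes. Genes of ribosomal RNA took 1.13% to 5.64% of the counts, and the second principal component of the libraries followed this share (Pearson r = 0.887, permutation p = 0.00018; Spearman rho = 0.727, permutation p = 0.00998; r = 0.776 without the 2 libraries farthest from the median). Libraries of PFC and NAc share replicate numbers in the labels, and the fit did not use the numbers as pairs.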

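Medium spiny neuron markers were lower in PFC than in NAc of naive rats, with 22 of 22 called (22 when adjusted over the list alone) and a median log2 fold change of -3.98 (adjusted p = 2.1e-28 from limma's camera). Drd1, the D1 dopamine receptor, had 13.4 ± 3.13 CPM in PFC and 347 ± 27.1 CPM in NAc (SD, n = 2 rats each), a log2 fold change of -4.69 (standard error 0.26, adjusted p = 6.14e-05 from edgeR). Adora2a, an adenosine receptor of medium spiny neurons, had 5.01 ± 0.0323 CPM in PFC and 365 ± 60.7 CPM in NAc. Its log2 fold change was -6.18 (standard error 0.37, adjusted p = 7.76e-05 from edgeR). Of 20 cortical excitatory neuron markers, 7 were higher in PFC and Tle4, a corepressor of deep-layer neurons, was lower (-1.36); 13 were higher and 3 lower when adjusted over the list alone, with a median of 3.13 (adjusted p = 0.000173 from limma's camera, adjusted p = 0.26 with an estimated correlation). Fezf2, a factor of deep-layer projection neurons, had 71.2 ± 5.05 CPM in PFC and 3.42 ± 0.753 CPM in NAc, a log2 fold change of 4.38 (standard error 0.26). Neurod6 had 90.5 ± 5.12 CPM in PFC and 4.45 ± 2.40 CPM in NAc, a log2 fold change of 4.34 (standard error 1.12, adjusted p = 0.0342 from edgeR). Slc17a7, the vesicular glutamate transporter, had 2217 ± 67.0 CPM in PFC and 189 ± 154 CPM in NAc and was not called (3.55, adjusted p = 0.176 from edgeR; 0.0212 when only the 4 libraries compared were fitted).
Of 16 genes of dopamine receptor signalling, 13 were lower in PFC and none higher (13 lower and 1 higher when adjusted over the list alone). The median was -3.69 (adjusted p = 1.32e-14 from limma's camera). Drd1, Drd2, Ppp1r1b, Rgs9, Pde10a, Gpr6, Adcy5 and Gng7 are also among the medium spiny neuron markers, so the lists are not independent. The 4 cholinergic neuron markers were lower (4 when adjusted over the list alone; median -3.97, adjusted p = 5.63e-06 from limma's camera), among them Chat, which makes acetylcholine, at 1.26 ± 0.365 CPM in PFC and 21.8 ± 1.21 CPM in NAc. Of 13 oligodendrocyte markers, 12 were lower (13 when adjusted over the list alone; median -2.38, adjusted p = 5.15e-16 from limma's camera), and Mobp, a myelin gene, had a log2 fold change of -2.49 (standard error 0.20). Among 9 markers of oligodendrocyte precursor cells, Sox10, Olig1 and Olig2 were lower (4 when adjusted over the list alone). The median was -0.91 (adjusted p = 0.00181 from limma's camera, adjusted p = 0.243 with an estimated correlation). Pdgfra, the paper's marker of these cells, had 40.0 ± 16.1 CPM in PFC and 67.8 ± 2.79 CPM in NAc and was not called. The paper ties the SOX10 motif to oligodendrocytes, so fewer precursor cells are not shown. Of 26 immediate early genes and targets of AP1 and CREB, 7 were higher in PFC (11 when adjusted over the list alone; median 1.40, adjusted p = 1.52e-05 from limma's camera, adjusted p = 0.26 with an estimated correlation), among them Jun (1.59), Npas4 (2.02), Dusp6 (2.09) and Bdnf (4.37). Of 12 meningeal and mural cell markers, 6 were higher (8 when adjusted over the list alone; median 1.21, adjusted p = 0.000593 from limma's camera, adjusted p = 0.0518 with an estimated correlation), among them the collagen gene Col1a2 (2.28) and the growth factor gene Igf2 (2.54).
Lists that did not pass limma's camera were the astrocyte (median 0.28), microglia (0.19), endothelial (-0.05), blood (1.21) and choroid plexus and ependymal markers (-0.34), the inhibitory interneuron markers, glutamate receptors and scaffolds, glucocorticoid receptor targets and both lists of genes taken from the paper. Of 13 interneuron markers, Vip and Cort were higher, Gad1 and Slc32a1, which serve GABA synthesis and transport, were lower, and the median of -0.49 and the mean of 0.28 differ in sign (4 higher and 5 lower when adjusted over the list alone). Of 29 glutamate receptors and scaffolds, Grm2 and Grm8 were higher and Grm4 was lower (median -0.17, adjusted p = 0.608 from limma's camera; median -0.41 to -0.01 without 1 library). Of 28 glucocorticoid receptor targets, Zbtb16 and Gjb6 were higher and Sgk1 was lower (median 0.07). Of 33 genes the paper names, 4 were higher and 5 lower (5 and 8 when adjusted over the list alone; median -0.27). Of 37 genes nearest to TSRs of Figure 3A, 6 were higher and 2 lower, with a median of -0.06 and a mean of 0.19, and both of these lists were chosen by the study on the same rats. Isl1, Lhx8 and Drd3 had no count in PFC and were at least 215-fold, 186-fold and 84.2-fold lower than in NAc, against a floor of 3 counts over the group. Tnn had no count in NAc and was at least 71.9-fold higher in PFC.
Over all genes, 1231 were higher and 1057 lower in PFC, and 2278 of them were also called by DESeq2. With the replicate number as a block, in a fit of the 4 naive libraries that leaves 1 residual degree of freedom, the counts were 2100.0 and 2285, and Slc17a7 was called (3.84, adjusted p = 5.47e-33 from edgeR). Without the block they were 576 and 376 without PFC naive replicate 1, 753 and 607 without PFC naive replicate 2, 263 and 394 without NAc naive replicate 1, and 417 and 449 without NAc naive replicate 2. Leaving out any of these libraries ended the calls of Neurod6 (adjusted p = 0.0688 to 0.25 from edgeR), Bdnf (0.0622 to 0.183) and Drd3 (0.0793 to 0.0947), and that of Npas4 ended without PFC naive replicate 1 (0.0618) or without NAc naive replicate 1 (0.139) or 2 (0.0702). The 13 cortical markers that had over 5 CPM in PFC and were over 2-fold higher there over all rats, Tle4 not among them, stood in the NAc libraries at a median of 3.62% of their PFC level in naive replicate 1 and 11.5% in naive replicate 2.

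**Figure D2:**
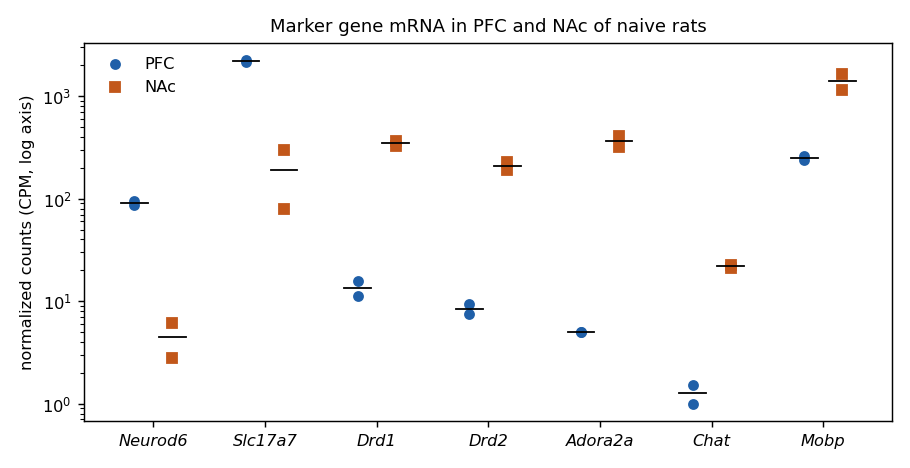
mRNA of 7 marker genes in PFC (circles) and NAc (squares) of naive rats, as normalized CPM on a log axis. Each point is 1 rat and each line the mean of 2 rats. Drd1, Drd2, Adora2a, Chat and Mobp are higher in NAc, and Neurod6 is higher in PFC.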

Brain region-specific changes in TSRs also correlated with changes in gene expression measured by RNA-seq in the same samples, with a stronger correlation for proximal versus distal regulatory elements (Supplementary Figure 2F).

**FIGURE 2:**
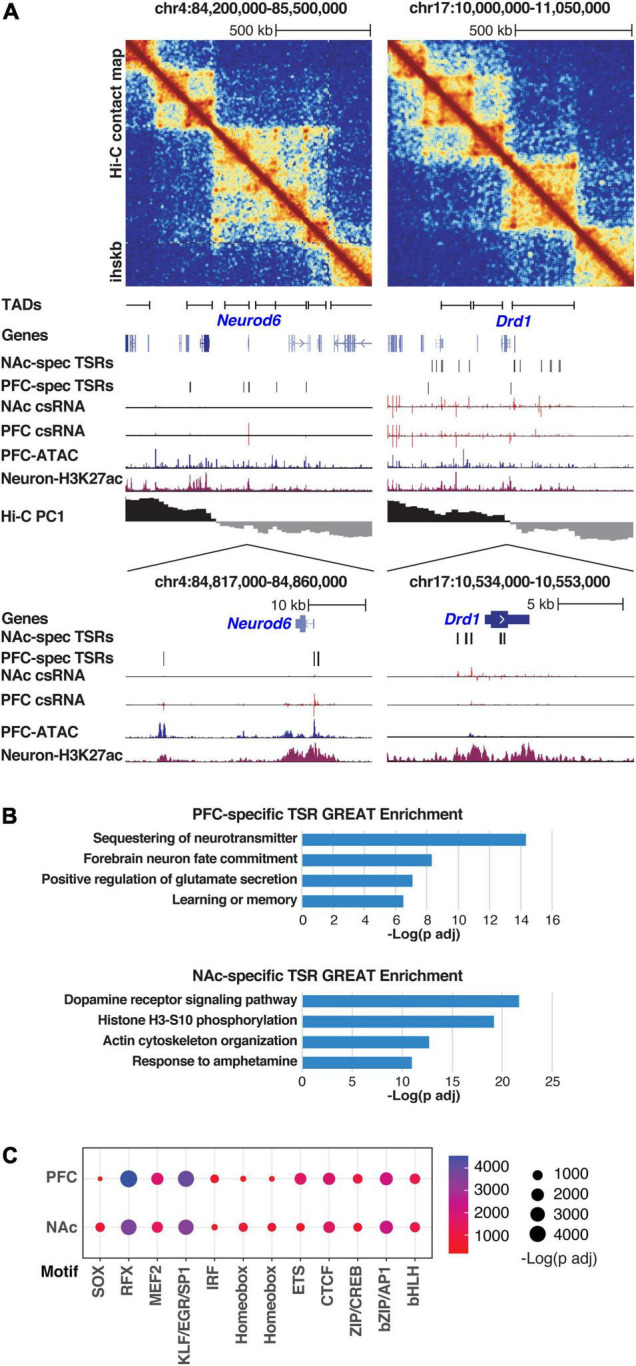
Brain region specificity of Transcriptional Start Site Regions (TSRs). **(A)** *Neurod6* (left) and *Drd1* (right) gene loci are visualized, including (top to bottom) Hi-C contact matrix, TAD positions, genome browser tracks showing tissue-specific TSRs (csRNA-seq), chromatin accessibility (ATAC-seq), active histone mark (H3K27Ac), and A/B compartments (Hi-C PC1). Ihskb = interactions per hundred square kilobases per billion mapped reads. **(B)** Functional annotations associated with the genes near tissue-specific TSRs for PFC (top) and NAc (bottom) as determined by GREAT using mouse genome annotations (see methods). **(C)** Dotplot showing the enrichment scores of known TF motifs in TSRs from PFC and NAc. Size and color of the dots represent the -log adjusted *p-*value as determined by HOMER.

These results were corroborated by pathway analysis of genes found in the vicinity of tissue-specific TSRs. TSRs specifically regulated in PFC were enriched near genes involved in glutamate receptor signaling and learning and memory, supporting the known function of cortical areas in cognitive functions (Figure 2B, upper panel). On the other hand, the TSRs specifically regulated in NAc were enriched near genes in the dopamine receptor signaling pathway and response to psychostimulants, which support the role of NAc in mediating the rewarding effects of substances of abuse (Figure 2B, bottom panel).

The tissue specificity of TSRs was also confirmed by the motif enrichment analysis (Figure 2C and Supplementary Table 2). In both regions, TSRs were highly enriched in motifs recognized by general TFs, including the KLF/EGR/SP1 family TFs, basic leucine-zipper (bZIP) TFs (e.g., CREB and AP1 family members) as well as more brain-specific TFs such as MADS-box TFs (e.g., MEF2 family members), and RFX family members (Di Bella et al., 2021; Li et al., 2021; Yao et al., 2021; Zhang et al., 2021; Ziffra et al., 2021). However, these results differed slightly between PFC and NAc. Specifically, PFC-specific TSRs were enriched preferentially for ETS and ISRE motifs, while NAc-specific TSRs were enriched preferentially for RFX, SOX, and Homeobox motifs (Figure 2C).

These results show that TSRs profiling from repository tissue is a valid approach to decoding tissue-specific regulatory networks, which may be crucial to identifying the TFs driving addiction-related transcriptional programs in a brain region-specific manner.

### Comparison of Oxycodone/Cocaine/Naive Rats Reveals Activated and Repressed Regulatory Programs Associated With Addiction-Like Behaviors

We next sought to identify regulatory elements associated with a history of addiction-like behavior. We limited our analysis to comparing conditions within the same brain regions because normalized csRNA-seq read counts across all samples segregated most strongly based on their brain region of origin (Supplementary Figure 3A). Using a statistical threshold of > 2-fold difference and FDR < 10%, we identified 317 and 90 differentially regulated TSRs associated with addiction-like behavior in NAc and PFC, respectively (Figure 3A, Supplementary Figures 3B,C and Supplementary Table 3). 

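TSRs of Supplementary Table 3 stood high in the deposited lists, with a median score of 102 in PFC and 373 in NAc. Their median rank was within the top 10.7% of the PFC list and the top 4.52% of the NAc list. All 87 PFC TSRs and 301 NAc TSRs of the table as held here were found in the lists at the same position and strand. In the other region's list, 74 of the PFC TSRs (85.1%) and 290 of the NAc TSRs (96.3%) overlapped a TSR. A partner on the other strand within 500 bp was found for 60 PFC TSRs (69.0%) and 248 NAc TSRs (82.4%). Both shares rise with score in the whole lists. Overlap was 98.9% in the highest 10% by score in PFC and 99.1% in NAc. Partners were found for 74.2% of the upper part by score in PFC and 77.6% in NAc. TSRs of like score were not compared, so neither the scores nor the shares are shown to be features of drug-regulated TSRs. By the paper's DESeq2 values in that table, 32 TSRs were lower and 39 higher after oxycodone in PFC, and 55 lower and 188 higher in NAc. The NAc values for oxycodone rest on 1 library, and the paper estimated their variability from the naive duplicates. The paper's values for cocaine gave 7 lower and 11 higher in PFC, and 24 lower and 26 higher in NAc. Both drugs met the paper's thresholds at 2 TSRs in PFC and 13 in NAc. Pfas, which encodes an enzyme of purine synthesis, had 2 of these TSRs in PFC on opposite strands, at 53711671 to 53711821 and 53711825 to 53711975 of chromosome 10, with scores of 236 and 97. The paper's log2 fold changes for them after oxycodone were 5.15 and 5.55. The table as held here lists fewer TSRs than the paper states, and 21 of its NAc TSRs met neither drug's thresholds against naive rats, while the paper's methods also name oxycodone against cocaine.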

Notably, oxycodone IVSA resulted in more differential TSRs than cocaine IVSA in both regions (Figure 3A and Supplementary Figures 3B,C). In addition, a subset of regulated TSRs were shared between brain regions and conditions (Supplementary Figure 3D). These shared TSRs included several near *Hif3a* and *Fkbp5* loci (Figure 3A and Supplementary Figure 3B). Moreover, differential TSRs were also enriched near genes that have been previously linked to addiction processes [*Foxo3* (Ferguson et al., 2015), *Tlr4* (Wu and Li, 2020)] or addiction vulnerability [*Nat1* (Comings et al., 2000), *Ppm1k* (Carr et al., 2007; Liang et al., 2010), *Pknox2* (Zuo et al., 2014)].

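At Hif3a, which encodes a hypoxia-inducible factor subunit, TSRs of Supplementary Table 3 lay between 77743639 and 77750071 of chromosome 1 in both regions. The TSR at its promoter, at 77749676 to 77749826 on the minus strand, had a score of 293 and rank 5637 in the PFC list, and a score of 248 and rank 6855 in the NAc list. The paper's log2 fold change for it after oxycodone was -2.65 in PFC and -2.36 in NAc. All NAc values after oxycodone given here rest on 1 oxycodone library. A TSR in an intron, at 77747443 to 77747593, had a score of 129 in PFC and 232 in NAc, with the paper's values -2.46 and -3.25. An exonic TSR, at 77743639 to 77743789 on the plus strand, had a score of 289 in PFC and 515 in NAc, with the paper's values -1.32 and -1.49. The intronic TSR at 77745458 to 77745608, with a score of 111, was in the NAc list and overlapped no PFC TSR, and the paper gives -5.24 for it. At Fkbp5, a co-chaperone of the glucocorticoid receptor, the PFC list held the table's TSRs at 6575053 to 6575203 and 6575589 to 6575739 of chromosome 20, with scores of 102 and 86. The paper's values for these after oxycodone in PFC were -2.93 and -2.10. The NAc part of the table as held here, with 301 of the 317 TSRs the paper states, lists none at Fkbp5. Scores are of pooled libraries, so the change of a TSR between treatments was not tested here.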

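At Foxo3, a forkhead transcription factor gene, the promoter TSR at 45764484 to 45764634 of chromosome 20 had a score of 202 in the PFC list and 458 in the NAc list. The paper's log2 fold change for it after oxycodone was 1.56 in PFC and 1.27 in NAc, where it rests on 1 oxycodone library. At Ppm1k, a mitochondrial phosphatase gene, the promoter TSR at 87612185 to 87612335 of chromosome 4 had a score of 2024 and rank 267 in the PFC list, within the top 0.203%. At Nat1, an arylamine N-acetyltransferase gene, the promoter TSR at 22238396 to 22238546 of chromosome 16 had a score of 260 and lay within the top 4.88%. The paper's values after oxycodone in PFC were 1.45 for Ppm1k and 2.33 for Nat1. At Pknox2, a homeobox gene, an intronic TSR at 36674178 to 36674328 of chromosome 8 had a score of 308 in PFC and no partner on the other strand, and the paper's value after cocaine was 2.10. At Tlr4, a receptor of innate immunity, an intergenic TSR at 80121587 to 80121737 of chromosome 5 had a score of 31 in PFC and overlapped no NAc TSR. The paper's value for it after cocaine was 4.16, and the paper places it at -24205 bp from the Tlr4 TSS. Of these 5 TSRs in PFC, those at Foxo3, Ppm1k and Nat1 had a partner on the other strand within 500 bp. The genes are named as the paper's table names them, and no test between treatments was made from the pooled scores.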

**FIGURE 3:**
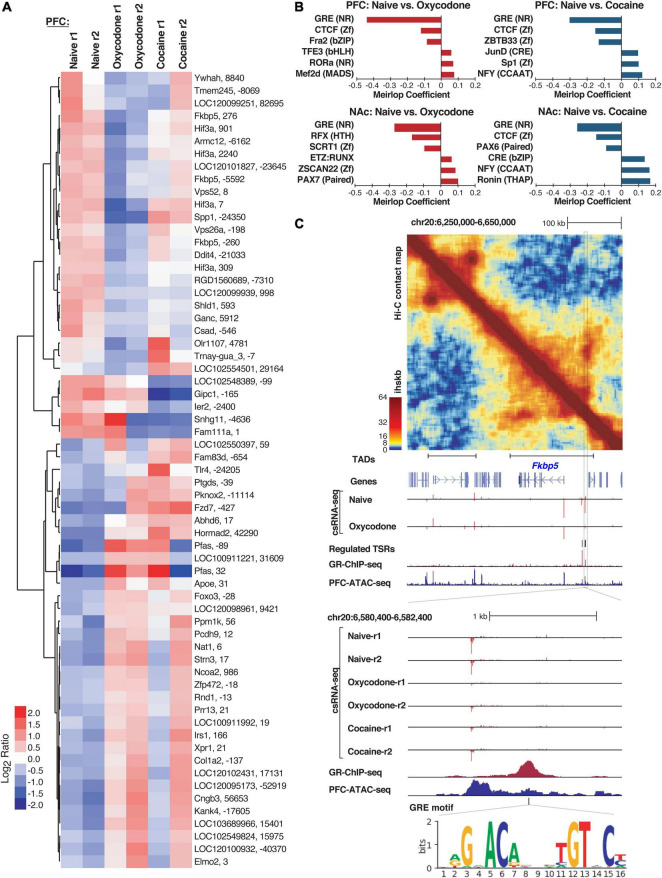
Differentially regulated Transcriptional Start Sites (TSRs) in naïve versus cocaine or oxycodone exposed rat brains. **(A)** Heatmap of transcription initiation levels from differential TSRs in PFC naïve, oxycodone- and cocaine-exposed rats based on mean-centered log2 ratios; each row shows the closest gene and the TSR position relative to that gene’s annotated TSS. **(B)** Barplot of significant logistic regression MEIRLOP coefficients for top-ranked motifs associated with regulated TSRs between naïve and oxycodone or cocaine conditions in PFC and NAc**. (C)** Example of regulation at the *Fkbp5* gene locus, including (top to bottom) Hi-C contact matrix with TAD positions, genome browser tracks showing regulated TSRs (csRNA-seq), GR binding (ChIP-seq), chromatin accessibility (ATAC-seq), and GRE motif location. Ihskb = interactions per hundred square kilobases per billion mapped reads.

To gain insights into the TFs that may mediate changes in gene expression networks in response to a history of substance abuse, we identified TF motifs enriched in TSRs regulated by oxycodone or cocaine exposure in each brain region. We used MEIRLOP (Brigidi et al., 2019; Delos Santos et al., 2020), a DNA motif analysis approach that associates motifs with the magnitude of regulation at TSRs across conditions based on logistic regression. This analysis identified a strong and consistent association between the glucocorticoid response element (GRE) and TSRs down-regulated in brain tissue from rats with addiction-like phenotypes versus controls (Figure 3B and Supplementary Figure 4A). Our identification of GRE-binding TFs as potential key regulators of addiction-related reprogramming of gene regulatory networks is consistent with the well-established role of glucocorticoid signaling in addiction (Srinivasan et al., 2013; Koob et al., 2014). Furthermore, our analysis identified bZIP motifs for AP1 family members (e.g., CREB, JUN, FOS) as enriched in TSRs up-regulated in both brain regions from rats exposed to cocaine compared to naive rats (Figure 3B), which is consistent with previous findings showing activation of members of the AP1 family in addiction-related processes, such as ΔFOSB or CREB (Teague and Nestler, 2021).

To validate the motif enrichment predictions, we next overlapped regulated TSRs with GR binding sites previously identified in the rat hippocampal neurons (Buurstede et al., 2021). We found that 12 of the 32 TSRs down-regulated in oxycodone-exposed PFC were within 1 kb of a GR ChIP-seq peak (*p* < 0.0002). 

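In the part of chromosome 20 around Fkbp5 that Figure 3C shows, the PFC list held 70 TSRs and the NAc list 55 TSRs. In PFC, 47 of these had a partner on the other strand within 500 bp, and in NAc 33 had one. In PFC, 26 of the 70 overlapped no TSR of the NAc list, and in NAc 11 of the 55 overlapped no TSR of the PFC list. An intergenic TSR at 6580921 to 6581071 on the minus strand, which the paper places at -5592 bp from the Fkbp5 TSS, had the highest score of this region in both lists. Its score was 649 in PFC, within the top 1.49% at rank 1958, and 1571 in NAc, within the top 0.455% at rank 439. The paper's log2 fold change for this TSR after oxycodone in PFC was -1.55. Within 2 kb around it, each list held 4 TSRs, and each of these overlapped a TSR of the other list. Positions were read off that figure, and binding sites and motifs of the glucocorticoid receptor in it were not analysed here.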

To further support GR’s potential role in regulating these TSRs, several downregulated TSRs were found in the intergenic region upstream of *Fkbp5* (Figure 3C), a well-known GR target gene. Analysis of Hi-C data in this region identified a TAD that encompasses the *Fkbp5* locus and includes the cluster of regulated TSRs associated with addiction-like behavior (Figure 3C), which provides evidence for GR binding and GRE motifs in the nearby regulatory DNA. These results are corroborated by the evidence of enhanced enrichment of GR ChIP signal in TSRs downregulated in brains with addiction-like behaviors (Supplementary Figure 4B).

Together, the unbiased discovery of TSRs, combined with motif analysis, uncovered TF-driven gene regulatory programs associated with addiction-like phenotypes in rats.

### Cell Type Specificity of TSRs Associated With Addiction-Like Behaviors

Enhancers often function in a highly cell type-specific manner (Levine, 2010). Understanding the specific cell types of the brain in which enhancers are active may be critical to unlocking important regulatory mechanisms underlying addiction-like behavior. To this aim, we used a cell type-specific reference of chromatin accessibility sites that we generated by snATAC-seq using the PFC of a naive rat (Figure 4A and Supplementary Figures 4C,D). 

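Nuclei of 1 snATAC-seq library, from the PFC of 1 naive rat, were held as fragments per barcode. The authors aligned the reads with Cell Ranger ATAC 2.0 to a custom reference built from the Ensembl Rnor 6.0 genome, so that its positions are not those of the TSRs. The files held 555426 barcodes, of which 7696 were called nuclei by Cell Ranger ATAC. A called nucleus had a median of 18043.5 fragments (356 to 82154), with a median of 52.9% in peaks and 22.2% at TSSs, and a median nucleosome signal of 0.714. The called nuclei held 93.5% of the fragments with a barcode that passed the filters. Fragments were counted here in bins of 5 kb, weighted by TF-IDF and reduced by SVD, and components 2 to 30 were clustered with the Leiden method at resolution 1. The authors' steps after Cell Ranger ATAC used peaks, which were replaced by bins here, and component 1 was left out because it followed the log of the fragment count (correlation over nuclei -0.977). With 1 library there is no replicate, and no test between samples was made.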

First, we annotated different classes of brain cell types based on the chromatin accessibility of known cell markers, including excitatory and inhibitory neurons, astrocytes, oligodendrocytes, oligodendrocytes precursor cells, microglia, and endothelial cells, showing that this dataset successfully captured known cell types of the rat PFC. 

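Nuclei of the PFC fell into 19 clusters, the largest with 790 nuclei (11.2% of the nuclei retained) and the smallest with 58. Clusters 7, 16, 19, 9, 8 and 3 had over 30% of their fragments at TSSs, with medians of 37.4%, 35.2%, 34.5%, 33.7%, 32.0% and 30.7%, and median nucleosome signals of 0.465, 0.462, 0.571, 0.477, 0.548 and 0.586. Clusters 13, 14, 15 and 18 had the lowest shares of fragments in peaks, with medians of 37.3%, 38.8%, 38.5% and 38.1%. Cluster 7 had the fewest fragments per nucleus, with a median of 9650.0, and cluster 18 the most, with 27059. With bins of 10 kb there were 18 clusters, and the assignment of nuclei was close to that with 5 kb (adjusted Rand index 0.919). At resolution 0.5 there were 15 clusters, with an adjusted Rand index of 0.787. Clusters are given by number, because gene positions of the assembly of the fragments were not used here and cell types were therefore not named. From the accessibility of marker genes, the paper concludes that the library captured known cell types of the rat PFC.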

Supporting this result, motif enrichment analysis with HOMER (Figure 4B) showed that motifs for lineage-specific TFs are enriched in their expected cell types (e.g., AP1/MEF2C/TBR1 in neurons, PU.1 in microglia, SOX10 in oligodendrocytes). By cross-referencing TSRs with the snATAC-seq, we assigned expressed genes and their active regulatory elements identified by csRNA-seq to specific cell types (Figure 4C). For example, regulatory elements at gene loci of known cell type-specific markers (e.g., *Olig2, Ctss, Slc32a1, Neurod6*) showed accessible chromatin exclusively in the expected cell types that directly overlapped TSRs identified in the bulk csRNA-seq experiments (Figure 4B).

**FIGURE 4:**
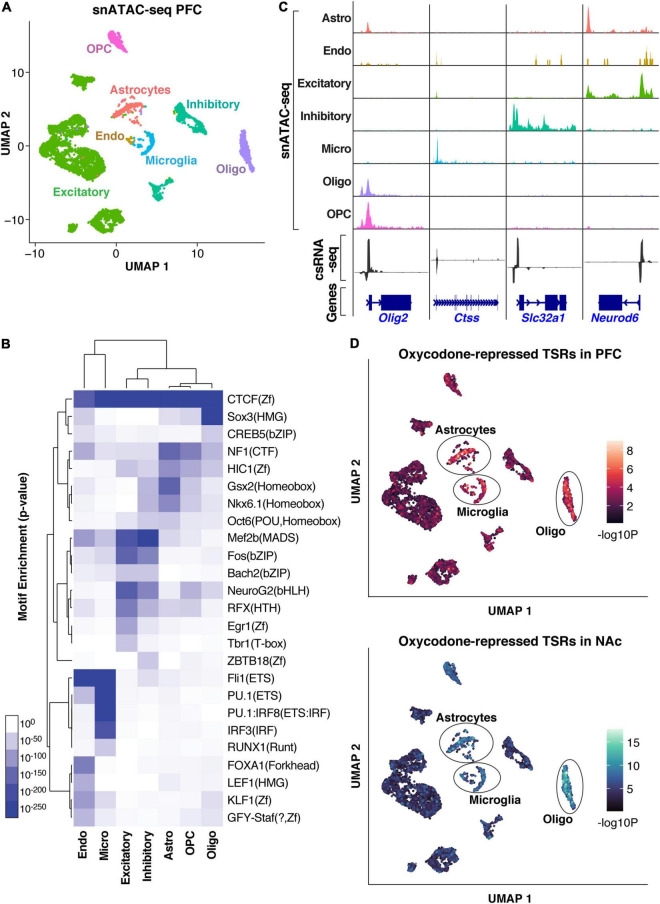
Cell-type assignment of active regulatory elements (TSRs). **(A)** UMAP clustering of cells based on snATAC-seq of the PFC. Clusters are colored based on cell types inferred from the accessibility patterns near known marker genes. **(B)** Genome browser tracks of pseudo bulk ATAC-seq read densities showing genes with cell-type-specific snATAC-seq profiles and csRNA-seq from bulk tissue. **(C)** TF motif enrichment across accessible regions from specific cell types in the snATAC-seq data. **(D)** UMAP visualization of oxycodone-associated repressed TSRs enriched in individual cells identified by snATAC-seq in PFC and NAc, showing consistent enrichment in astrocyte, microglia, and oligodendrocyte populations.

To address the cell-type specificity of the gene regulatory networks associated with addiction-like behavior, we sought to map the addiction-regulated TSRs to the different cell types identified by snATAC-seq. We analyzed the oxycodone-repressed TSRs in the PFC and NAc, which were strongly enriched in GRE motifs (Figure 3B). This analysis revealed that the downregulated TSRs overlapped accessible regions enriched in non-neuronal cells, such as astrocytes, microglia, and oligodendrocytes (Figure 4D), suggesting the involvement of glial cells in the regulatory programs underlying addiction-like behaviors. When we mapped the GR ChIP-seq peaks corresponding to the downregulated TSRs to cell type-specific accessible sites, we also observed the enrichment of most GR binding sites in non-neuronal cell types (Supplementary Figure 4E). Given that the repressed TSR were enriched in GRE motifs, this result also suggests a role of GR in regulating transcriptional responses to opioids in glial cells.

These results highlight the advantage of integrating csRNA-seq with snATAC-seq data to probe the cellular specificity of gene regulatory mechanisms and highlight the role of glial cells in modulating addiction-related behavior.

## Discussion

Here we report the active transcriptional landscape of the PFC and NAc from rats with a history of addiction-like behaviors. By integrating transcriptional initiation (csRNA-seq) with genome structure (HiC) and single-cell epigenomic data (snATAC-seq), the analysis of the regulatory landscape not only provided a comprehensive catalog of eRNAs but also identified TFs that are likely to play important regulatory roles. Using this approach, we discovered that GR-bound enhancers are strongly down-regulated during prolonged abstinence from oxycodone or cocaine IVSA, and that many of the impacted sites are specific to glial cells.

There is firm evidence supporting the role of cell type- or stimulus-specific enhancers in the gene regulation (Ostuni et al., 2013; Heinz et al., 2015; Joo et al., 2016), but determining whether an enhancer is active in specific cellular or biological states remains a significant challenge in the field. Recent studies using nascent transcriptional profiling suggest that the transcriptional states of enhancers are better predictors of active chromatin states than open chromatin or histone modifications (Wang et al., 2021). However, many nascent transcriptional methods have technical limitations, including the requirement of intact nuclei and large numbers of cells. csRNA-seq overcomes these limitations by quantifying the level of transcription initiation at regulatory elements, such as enhancers, from total RNA, which can be easily obtained from frozen tissues (e.g., samples from a tissue repository). Using csRNA-seq on < 1 μg of total RNA isolated from repository brain tissues, we identified > 100k TSRs across PFC and NAc from naive rats or rats with addiction-like behavior following oxycodone or cocaine IVSA (Carrette et al., 2021). Most TSRs represent eRNAs as they initiate transcripts in regions associated with known features of enhancer elements, including open chromatin, histones harboring the H3K27ac mark, and bidirectional transcription. Although the function of eRNAs is still controversial (Li et al., 2016), converging lines of evidence show that their abundance is highly correlated with the expression of proximal genes and precedes stimulus-dependent transcription of the mRNA of these genes (Kaikkonen et al., 2013; Arnold et al., 2019). Thus, identifying active enhancers is likely important to decipher the gene regulatory basis of addiction. Furthermore, combining csRNA-seq with TF motif discovery provides different and complementary information than traditional transcriptomic or epigenetic data (e.g., ATAC-seq). As such, it can be used as an unbiased functional assay for TF activity.

The major finding of this study is the identification of TF-regulatory networks associated with a history of addiction-like behavior. The analysis of drug-altered TSRs revealed that GR-regulated enhancers were consistently repressed in PFC and NAc from rats with a history of oxycodone and cocaine addiction-like behavior compared to controls. This result is consistent with converging evidence that the brain stress system involving glucocorticoid signaling plays a critical role in the development of addiction in humans and rodent models of addiction-like phenotypes (Deroche et al., 1997; Deroche-Gamonet et al., 2003; Ambroggi et al., 2009; George and Koob, 2010; Vendruscolo et al., 2012, 2015; Koob et al., 2014). The cell-type deconvolution analysis also showed that repressed TSRs in the PFC and NAc were enriched in glial cells, consistent with findings suggesting that alterations of neuroimmune mechanisms such as neuroinflammation or synaptic remodeling by glial cells can contribute to the liability of addiction (Lacagnina et al., 2017). Furthermore, a recent single-cell transcriptomic study found a robust transcriptional response to acute morphine treatment in oligodendrocytes and astrocytes of the mouse NAc (Avey et al., 2018). Several morphine-induced genes identified in this study were GR targets, supporting the role of GR in regulating transcriptional responses to opioids. In line with this notion, GR has been shown to modulate opioid reward processing by regulating genes essential for astrocytic metabolism (Slezak et al., 2013; Skupio et al., 2020). However, our results show an opposite direction of transcriptional regulation that the different treatment protocols may explain (acute versus chronic exposure), or it may reflect negative feedback mechanisms of glucocorticoid signaling during stress responses associated with addiction-related phenotypes (prolonged abstinence vs. acute withdrawal)(Srinivasan et al., 2013). It is also important to note that our results do not entirely preclude the involvement of neuronal cell types or different TFs that recognize similar motifs, including mineralocorticoid, androgen, or progesterone receptors. Further experiments targeting GR or its targets in specific cell types of rodent models of addiction will be necessary to validate the cell type-specific role of GR in different addiction-like behaviors.

Our study has several limitations. First, we used a limited number of samples (*n* = 2/condition), which may lead to a low statistical power to detect differentially expressed TSRs and could explain why, despite identifying over 100,000 TSRs across two brain regions, we only detected a relatively small number of differentially regulated TSRs in both PFC and NAc. A study with a larger cohort of rats would be ideal for confirmation. Second, the control animals used in this study are rats that were never exposed to drugs; thus, our study design does not consider environmental factors associated with the behavioral protocol (e.g., surgery, foot-shock, pharmacokinetics factors). Including rats with a low addiction index subjected to the same behavioral protocol but do not develop addiction-like phenotypes would serve as important control to provide more substantial evidence that the differences we observe reflect molecular changes associated with addiction-related processes rather than other phenomena. Third, different subregions of the PFC (e.g., medial vs. orbital) (Porrino and Lyons, 2000; Volkow et al., 2015; Goldstein and Volkow, 2011) and NAc (e.g., core vs. shell) (Di Chiara, 2002) are known to play distinct roles in addiction-related processes. Thus, analyzing the entire PFC and NAc could mask specific signals from these subregions. Lastly, our study only includes male rats, which precludes the analysis of sex differences in regulatory networks associated with the known sexual dimorphism of addiction-like behaviors (Fattore and Melis, 2016).

In summary, we used an unbiased and highly sensitive method to identify active enhancers by measuring levels of initiating transcripts from brain tissues of rats with addiction-like phenotypes. We identified TF-centered regulatory mechanisms implicated in addiction, including those regulated by GR in glial cells. Overall, our study demonstrates that transcriptional initiation profiling has the potential to dissect the gene regulatory mechanisms driving addiction-related phenotypes in an unbiased and quantitative manner.

## Materials and Methods

### Brain Samples

Brain samples from male heterogeneous stock (HS) rats (2 naive, 2 cocaine, 2 oxycodone) were obtained from the cocaine oxycodone^1^,^2^ tissue repositories at UCSD and are part of an extensive and ongoing study of addiction that uses outbred HS rats^3^ (Solberg Woods and Palmer, 2019). We selected samples collected during prolonged abstinence after the last session of extended access to oxycodone or cocaine IVSA (Carrette et al., 2021). In this model, male Heterogenous Stock (HS) rats were trained to self-administer drugs in short access conditions (2 h/day for 4 days for oxycodone or 2 h/day for 10 days for cocaine) followed by long access conditions (12 h/day for oxycodone and 6 h /day for cocaine) for 14 days to develop escalation of drug intake. Following the escalation phase, the rats from the oxycodone cohort were characterized for motivation (progressive ratio responding), withdrawal-induced hyperalgesia (mechanical nociception, von Frey test), and development of tolerance to the analgesic effect of opioids (tail immersion test). For the cocaine cohorts, rats were characterized for motivation (progressive ratio responding), compulsive-responding to drug use (contingent footshock), and irritability-like behavior (bottle-brush test). An Addiction Index was computed by integrating all the behavioral measures (Kallupi et al., 2020; Carrette et al., 2021; Sedighim et al., 2021). HS rats classified as having a high Addiction Index were used for this study. Age-matched naive male rats that were not exposed to any drug were used as control. Lastly, brain punches of PFC and NAc tissues were collected after 5 weeks of abstinence. Brain tissue was extracted and snap-frozen (at −30**°**C). Cryosections of approximately 500 microns were used to dissect PFC and NAc punches on a −20**°**C frozen stage. Bregma for PFC: 4.20-2.76 mm, and for NAc: 2.28-0.72 mm (3 sections were combined for each).

### csRNA-Seq Library Preparation

We extracted total RNA from PFC and NAc tissues dissected from 6 rat brains using Trizol Reagent (Invitrogen, Cat, num. 15596018) and Zirconium Beads RNase Free (Next Advance, Cat. num. ZrOB05-RNA 0.5 mm) with the Bullet Blender Blue (Next Advance, Model. num. BBX24B) at speed 6 for 1 min. The RNA was purified according to the manufacturer’s instructions (Invitrogen).

csRNA-seq was performed as described previously (Duttke et al., 2019). Briefly, small RNAs of ∼15–60 nt were size selected from 0.3–1.0 microgram of total RNA by denaturing gel electrophoresis. A 10% input sample was taken aside, and the remainder enriched for 5′-capped RNAs. Monophosphorylated RNAs were selectively degraded by Terminator 5′-phosphate-dependent exonuclease (Lucigen). Subsequent 5′ dephosphorylation by quickCIP (NEB) followed by decapping with RppH (NEB) augments Cap-specific 5′ adapter ligation by T4 RNA ligase 1 (NEB)(Hetzel et al., 2016). Thermostable quickCIP was used instead of rSAP, and hence the bead clean-up step was skipped before heat denaturation before the second round of CIP treatment. The 3′ adapter was ligated using truncated T4 RNA ligase 2 (NEB) before 3′ repair to select against degraded RNA fragments. Following cDNA synthesis, libraries were amplified for 11–14 cycles and sequenced SE75 on the Illumina NextSeq 500 sequencer.

### mRNA-Seq Library Preparation

RNA sequencing libraries were generated using the Illumina^®^ Stranded mRNA Prep (Illumina, San Diego, CA). Samples were processed following the manufacturer’s instructions. The resulting libraries were multiplexed and sequenced with 100 basepairs (bp) Paired-End reads (PE100) to a depth of approximately 25 million reads per sample on an Illumina NovaSeq 6000. Samples were demultiplexed using bcl2fastq Conversion Software (Illumina, San Diego, CA, United States).

### Hi-C Library Preparation

One adult SHR/OlaIpcv naive rat was used to generate the Hi-C data. This rat was bred at the University of Tennessee Health Science Center using breeders provided by the Hybrid Rat Diversity Program at the Medical College of Wisconsin. The animal was fully anesthetized by using isoflurane before the brains were removed. Brain tissue was extracted and rapidly frozen. Cryosections of approximately 120 microns were obtained in a cryostat set at −11**°**C. PFC punches were dissected on a −20°C frozen stage. Tissues were then pulverized in liquid nitrogen. The Arima-Hi-C kit was used to construct the Hi-C libraries (#A410231, Arima Genomics). Sequencing of the libraries was conducted on an Illumina Novaseq S4 instrument by Novogen Inc. The use of rodents was approved by UTHSC IACUC.

### Single-Nuclei ATAC-Seq Library Preparation

PFC brain tissue from one naive male HS rat was used to generate a single-nuclei ATAC-seq library. Nuclei were isolated from brain tissue as previously described (Corces et al., 2018). Briefly, frozen tissue was homogenized using a 2 ml glass dounce with 1 ml cold 1x Homogenization Buffer (HB). The cell suspension was filtered using a 70 μm Flowmi strainer (BAH136800070, Millipore Sigma) and centrifuged at 350g for 5 min at 4°C. Nuclei were isolated by iodixanol (D1556, Millipore Sigma) density gradient. The nuclei iodixanol solution (25%) was layered on top of 40% and 30% iodixanol solutions. Samples were centrifuged in a swinging bucket centrifuge at 3,000g for 20 min at 4°C. Nuclei were isolated from the 30-40% interface. Library preparation targeting the capture of ∼6000 nuclei was carried out as detailed in the Chromium Next GEM Single Cell ATAC v1.1 manual (10x Genomics). Library sequencing was performed using the Illumina NovaSeq.

### csRNA-Seq and RNA-Seq Analysis

Sequencing reads were trimmed for 3′ adapter sequences using HOMER (“homerTools trim −3 AGATCGGAAGAGCACACGTCT -mis 2 –min Match Length 4 -min 20”) and aligned to the rat mRatBN7.2/rn7 genome assembly using STAR (Dobin et al., 2013) with default parameters. Sequencing statistics are included in Supplementary Table 1. Only reads with a single, unique alignment (MAPQ > = 10) were considered in the downstream analysis. Furthermore, reads with spliced or soft clipped alignments were discarded (the latter often removes erroneous alignments from abundant snRNA species). Transcription Start Regions (TSRs), representing 150 bp sized loci with significant transcription initiation activity (i.e., ‘peaks’ in csRNA-seq), were defined using HOMER’s findPeaks tool using the ‘-style tss’ option, which uses short input RNA-seq to eliminate loci with csRNA-seq signal arising from non-initiating, high abundance RNAs that nonetheless are captured and sequenced by the method (full description is available in Duttke et al. (2019). To lessen the impact of outlier samples across the data collected for this study, csRNA-seq samples were first pooled into a single META-experiment per brain tissue region to collectively identify TSRs in each tissue. The resulting TSRs were then quantified in all samples by counting the 5′ ends of reads aligned at each TSR on the correct strand. The raw read count table was then normalized using DESeq2′s rlog variance stabilization method (Love et al., 2014).

The resulting normalized data was used for all downstream analyses. Normalized genome browser visualization tracks were generated using HOMER’s makeMultiWigHub.pl tool (Heinz et al., 2010). TSR genomic DNA extraction, nucleotide frequency analysis relative to the primary TSS, general annotation, and other general analysis tasks were performed using HOMER’s annotatePeaks.pl function. Overlaps between TSRs and other genomic features (including peaks from published studies and annotation to the 5’ promoter using RefSeq defined transcripts), was performed using HOMER’s mergePeaks tool. When defining promoter and enhancer TSRs, promoter TSRs were defined as TSRs overlapping annotated gene TSS in the sense direction within 200 bp, while enhancer TSRs were defined as TSRs found greater than 3 kb from any annotated gene TSS. Functional enrichment analysis of regulated regions was performed using GREAT (McLean et al., 2010) by identifying homologous regions for each TSR in the mouse genome (mm10) using UCSC Genome Browser’s liftOver tool and running GREAT using the mm10 database.

To identify differential TSRs between brain regions or conditions (naive vs. cocaine or oxycodone), we used DESeq2 with FDR < 10% PFC vs. NAc, Naive vs. Oxycodone, Naive vs. Cocaine, or Oxycodone vs. Cocaine, and 2-fold change, as cutoffs. DESeq2 log2 fold change, p-value, and adj. P-value for all differentially regulated TSRs in response to addiction-like behaviors in each tissue are reported in Supplementary Table 3. Because one of the NAc-oxycodone samples failed QC, we estimated variability using pooled replicate variance from the duplicate naive samples during the differential calculation.

For RNA-seq analysis, sequencing reads were aligned to the rat mRatBN7.2/rn7 genome assembly using STAR (Dobin et al., 2013) with default parameters. Gene expression values were calculated using feature Counts and normalized using DESeq2’s rlog function. To compare changes in RNA-seq gene expression values to change in csRNA-seq levels (Supplementary Figure 2F), csRNA-seq TSRs were first assigned to the nearest annotated gene TSS using HOMER’s annotatePeaks.pl program. Log2 ratios between PFC and NAc naive tissues for both csRNA-seq and RNA-seq were then stratified across TSR-promoter sets based on the distance of the TSR to the annotated gene TSS.

### Analysis of Previously Published ChIP-Seq and ATAC-Seq Data

Raw FASTQ files associated with public ChIP-seq and ATAC-seq datasets were downloaded from NCBI’s Short Read Archive and processed in a consistent manner to ensure differences in data processing were minimized for downstream analysis. Reads from ChIP-seq or ATAC-seq datasets were analyzed in a consistent manner. Reads were first trimmed for adapter sequences and then aligned to the rat genome using STAR (Dobin et al., 2013) with default parameters. Only reads with a single, unique alignment (MAPQ > = 10) were considered in the downstream analysis. ChIP/ATAC-seq peaks were identified using HOMER’s findPeaks tool using “-style factor” and “-style atac,” respectively. Normalized genome browser tracks were generated using HOMER’s makeMultiWigHub.pl tool. Peak annotations and normalized read density counts were calculated using HOMER’s annotatePeaks.pl tool. Overlapping peaks were determined using HOMER’s mergePeaks.

Datasets used in the study include GR ChIP-seq GSE160806 from the rat hippocampus (Buurstede et al., 2021). ATAC-seq GSE134935 from rat PFC (Scherma et al., 2020); histone marks and TF ChIP-seqs GSE127793 from rat hippocampal neurons (Brigidi et al., 2019).

### Hi-C Analysis

Hi-C reads were first trimmed for sequences downstream of the restriction/ligation site (“GATCGATC”) and aligned to the rat genome using STAR with default parameters. Normalized interaction contact maps were then generated using HOMER. PCA compartment analysis and topological domain (TAD) calls were generated using HOMER’s runPCAhic.pl and findTADsAndLoops.pl scripts (Heinz et al., 2018). The significant association of the A compartment (PC > 1) with ATAC-seq peaks and/or TSRs was calculated using the Mann-Whitney non-parametric Ranksum test.

### DNA Motif Analysis

Known motif enrichment and *de novo* motif discovery of TSRs were performed using HOMER’s findMotifsGenome.pl tool using 200 bp sequences centered on [−150,+50] relative to TSR primary initiation sites (e.g., strongest TSS in the region) or from −100,100 relative to the center of ATAC-seq peaks (Heinz et al., 2010). When performing *de novo* motif discovery, sequences were compared to a background set of 50,000 random genomic regions matched for overall GC-content. Nucleotide frequency and motif density plots were created using HOMER’s annotatePeaks.pl tool (Heinz et al., 2010). When analyzing ATAC-seq peaks from cell types identified by snATAC-seq, the top 25,000 peaks were selected from each cell type to avoid comparing motif enrichment from sets with large differences in the number of regions that can impact the absolute enrichment levels.

To analyze motif enrichment associated with changes in transcription levels, we analyzed regulated TSRs with MEIRLOP (Delos Santos et al., 2020). Sequences were scored based on their shrunken log2 fold change between treatment conditions (e.g., naive vs. cocaine or oxycodone exposed) and analyzed with MEIRLOP using HOMER’s known transcription factor motif library. Based on their regression coefficients, the top 3 motifs associated with up- and down-regulation are reported for each comparison (adj. *p*-values <0.05).

Furthermore, we provide the BigWig track with the map of transcription factor binding site predictions in the rat genome (rn7), which can be uploaded as a custom track on the UCSC browser as follow:

*track type=bigBed name=“HOMER Known Motifs rn7 (210922)” description=“HOMER Known Motifs rn7 (210922)”*

*bigDataUrl=http://homer.ucsd.edu/homer/data/motifs/homer.KnownMotifs.rn7.210922.bigBed visibility=3*

### Single Nuclei ATAC-Seq Analysis

Sequencing reads were processed using Cell Ranger ATAC 2.0 with a custom reference for *Rattus norvegicus*, built from the Ensembl Rnor 6.0 release 103 genome and annotation. The filtered results were subsequently analyzed using Signac 1.4.0 (Stuart et al., 2021). Only peaks present in at least 10 cells and cells with at least 200 peaks were considered. Further filtering was performed to retain only cells with between 3,000 and 25,000 fragments, at least 30% of reads in peaks, a blacklist ratio less than 0.05, nucleosome signal less than 4, and TSS enrichment of at least 2.5. 

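Of the called nuclei of the PFC library, 504 had 3000.0 or fewer fragments in peaks and 40.0 had 25000.0 or more. A share of fragments in peaks under 30% was found in 104 nuclei, a nucleosome signal of 4 or more in 26, and a blacklist ratio of 0.05 or more in 0, since no nucleus had a fragment counted in a blacklisted region. With these limits 91.8% of the called nuclei remained. The limits on fragments were applied to fragments in peaks, which the paper's text leaves open, and 5405 nuclei remained when they were applied to all fragments that passed the filters. TSS enrichment and the minimum of peaks per nucleus were not computed, since gene positions of the assembly and the table of peaks were not used here.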

Based on these criteria, we retained 7,065 of 7,694 initial nuclei. Normalization and linear dimensionality reduction were performed using TFIDF, identifying top features with no minimum cutoff and SVD. Nonlinear dimensionality reduction with UMAP and neighbor finding used LSI components 2 through 30, and clustering was performed with the SLM algorithm (Blondel et al., 2008). Cell types were assigned using inferred gene activity. The following cell marker genes were used: *Slc17a* for excitatory neurons, *Gad2* for inhibitory neurons, *Gjai* for astrocytes, *C1qa* for microglia, *Mobp* for oligodendrocytes, *Pdgfra* for oligodendrocytes precursor cells (OPC), *Flt1* for endothelial cells. Pseudo bulk peak positions for each cell type were identified using MACS2 (Zhang et al., 2008). In addition, we used Amulet (Thibodeau et al., 2021)to detect multiplets, which identified 532 nuclei (∼7.5%) as multiplets. These nuclei were removed to visualize the read coverage and TSR enrichment plots. 

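An excess of positions covered by 3 or more overlapping fragments marked 869 of the retained PFC nuclei as multiplets, 12.3% of them. These nuclei had a median of 31576 fragments, and the other retained nuclei 17485. In cluster 3, 36.6% of the nuclei were marked, in cluster 19 50.0%, and in cluster 7 2.08%. Retained nuclei had a median of 15 such positions, so their presence alone marks no nucleus, and the number was tested against a Poisson distribution at an adjusted p of 0.01, after the method of AMULET. Repeats were not removed beforehand, since the repeat annotation of the assembly was not used here. The simulated singlets of the test of the script gave 0 marks among 500.0. Real nuclei commonly held such positions, so the simulation does not give the rate of false marks among the 869. Whether the marks follow the number of fragments, apart from multiplets, was not tested.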

Per-cell TSR enrichment significance was calculated using a one-tailed hypergeometric test and corrected for multiple hypothesis testing using the Bonferroni-Hochberg method.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE193757.

## Ethics Statement

The animal study was reviewed and approved by the institutional Animal Care and Use Committee at the University of California, San Diego.

## Author Contributions

FT conceived, designed, and coordinated the study. CB conceived, designed, conducted the overall bioinformatic analysis. SD generated the csRNA-seq data. PM-P assisted with the csRNA-seq data generation. MC conducted the snATAC-seq analysis. HL generated snATAC-seq data. HC generated the HiC data. LC dissected the brain tissues. GG, OG, and AP contributed expertise important for the study design. FT, CB, and SD wrote the manuscript with input from all authors.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## References

[B1] AdhikaryS.RoyS.ChaconJ.GadadS. S.DasC. (2021). Implications of enhancer transcription and ernas in cancer. *Cancer Res.* 81 4174–4182. 10.1158/0008-5472.CAN-20-4010 34016622

[B2] AhmedS. H.KoobG. F. (1998). Transition from moderate to excessive drug intake: change in hedonic set point. *Science* 282 298–300.976515710.1126/science.282.5387.298

[B3] AhmedS. H.KennyP. J.KoobG. F.MarkouA. (2002). Neurobiological evidence for hedonic allostasis associated with escalating cocaine use. *Nat. Neurosci.* 5 625–626. 10.1038/nn872 12055635

[B4] AhmedS. H.WalkerJ. R.KoobG. F. (2000). Persistent increase in the motivation to take heroin in rats with a history of drug escalation. *Neuropsychopharmacology* 22 413–421. 10.1016/S0893-133X(99)00133-5 10700660

[B5] AmbroggiF.TuriaultM.MiletA.Deroche-GamonetV.ParnaudeauS.BaladoE. (2009). Stress and addiction: glucocorticoid receptor in dopaminoceptive neurons facilitates cocaine seeking. *Nat. Neurosci.* 12 247–249. 10.1038/nn.2282 19234455

[B6] AndreyG.MontavonT.MascrezB.GonzalezF.NoordermeerD.LeleuM. (2013). A switch between topological domains underlies HoxD genes collinearity in mouse limbs. *Science* 340:1234167. 10.1126/science.1234167 23744951

[B7] ArnoldP. R.WellsA. D.LiX. C. (2019). Diversity and emerging roles of enhancer RNA in regulation of gene expression and cell fate. *Front Cell Dev. Biol.* 7:377. 10.3389/fcell.2019.00377 31993419PMC6971116

[B8] AveyD.SankararamanS.YimA. K. Y.BarveR.MilbrandtJ.MitraR. D. (2018). Single-cell RNA-Seq uncovers a robust transcriptional response to morphine by glia. *Cell Rep.* 24 3619–3629.e4. 10.1016/j.celrep.2018.08.080 30257220PMC6357782

[B9] BarrotM.OlivierJ. D. A.PerrottiL. I.DiLeoneR. J.BertonO.EischA. J. (2002). CREB activity in the nucleus accumbens shell controls gating of behavioral responses to emotional stimuli. *Proc. Natl. Acad. Sci. U.S.A.* 99 11435–11440. 10.1073/pnas.172091899 12165570PMC123274

[B10] BenabdallahN. S.BickmoreW. A. (2015). Regulatory domains and their mechanisms. *Cold Spring Harb. Symp. Quant. Biol.* 80 45–51.2659016810.1101/sqb.2015.80.027268

[B11] BlondelV. D.GuillaumeJ.-L.LambiotteR.LefebvreE. (2008). Fast unfolding of communities in large networks. *J. Stat. Mech.* 2008:10008. 10.1103/PhysRevE.83.036103 21517554

[B12] BrigidiG. S.HayesM. G. B.Delos SantosN. P.HartzellA. L.TexariL.LinP.-A. (2019). Genomic decoding of neuronal depolarization by stimulus-specific npas4 heterodimers. *Cell* 179 373–391.e27. 10.1016/j.cell.2019.09.004 31585079PMC6800120

[B13] BuurstedeJ. C.van WeertL. T. C. M.ColucciP.GentenaarM.VihoE. M. G.KoorneefL. L. (2021). Hippocampal glucocorticoid target genes associated with enhancement of memory consolidation. *Eur. J. Neurosci.* 00:1–18. 10.1111/ejn.15226 33840130PMC9292385

[B14] CarlezonW. A.Jr.ThomeJ.OlsonV. G.Lane-LaddS. B.BrodkinE. S.HiroiN. (1998). Regulation of cocaine reward by CREB. *Science* 282 2272–2275.985695410.1126/science.282.5397.2272

[B15] CarpenterM. D.HuQ.BondA. M.LombrosoS. I.CzarneckiK. S.LimC. J. (2020). Nr4a1 suppresses cocaine-induced behavior via epigenetic regulation of homeostatic target genes. *Nat. Commun.* 11:504. 10.1038/s41467-020-14331-y 31980629PMC6981219

[B16] CarrL. G.KimpelM. W.LiangT.McClintickJ. N.McCallK.MorseM. (2007). Identification of candidate genes for alcohol preference by expression profiling of congenic rat strains. *Alcohol. Clin. Exp. Res.* 31 1089–1098. 10.1111/j.1530-0277.2007.00397.x 17451403PMC4455872

[B17] CarretteL. L. G.de GuglielmoG.KallupiM.MaturinL.BrennanM.BoomhowerB. (2021). The cocaine and oxycodone biobanks, two repositories from genetically diverse and behaviorally characterized rats for the study of addiction. *eNeuro* 8 1-12 10.1523/ENEURO.0033-21.2021 33875455PMC8213442

[B18] CarulloN. V. N.DayJ. J. (2019). Genomic enhancers in brain health and disease. *Genes (Basel)* 10:43. 10.3390/genes10010043 30646598PMC6357130

[B19] CorcesM. R.GranjaJ. M.ShamsS.LouieB. H.SeoaneJ. A.ZhouW. (2018). The chromatin accessibility landscape of primary human cancers. *Science* 362:eaav1898.10.1126/science.aav1898PMC640814930361341

[B20] ChandraR.FrancisT. C.KonkalmattP.AmgalanA.GancarzA. M.DietzD. M. (2015). Opposing role for Egr3 in nucleus accumbens cell subtypes in cocaine action. *J. Neurosci.* 35 7927–7937. 10.1523/JNEUROSCI.0548-15.2015 25995477PMC4438133

[B21] ChenB. T.YauH.-J.HatchC.Kusumoto-YoshidaI.ChoS. L.HopfF. W. (2013). Rescuing cocaine-induced prefrontal cortex hypoactivity prevents compulsive cocaine seeking. *Nature* 496 359–362. 10.1038/nature12024 23552889

[B22] ComingsD. E.MuhlemanD.WuS.MacMurrayJ. (2000). Association of the N-acetyltransferase I gene (NATI) with mild and severe substance abuse. *Neuroreport* 11 1227–1230. 10.1097/00001756-200004270-00017 10817597

[B23] de GuglielmoG.KallupiM.SedighimS.NewmanA. H.GeorgeO. (2019). Dopamine d3 receptor antagonism reverses the escalation of oxycodone self-administration and decreases withdrawal-induced hyperalgesia and irritability-like behavior in oxycodone-dependent heterogeneous stock rats. *Front. Behav. Neurosci.* 13:292. 10.3389/fnbeh.2019.00292 31992976PMC6971096

[B24] De SantaF.BarozziI.MiettonF.GhislettiS.PollettiS.TusiB. K. (2010). A large fraction of extragenic RNA pol II transcription sites overlap enhancers. *PLoS Biol.* 8:e1000384. 10.1371/journal.pbio.1000384 20485488PMC2867938

[B25] Delos SantosN. P.TexariL.BennerC. (2020). MEIRLOP: improving score-based motif enrichment by incorporating sequence bias covariates. *BMC Bioinformatics* 21:410. 10.1186/s12859-020-03739-4 32938397PMC7493370

[B26] DerocheV.MarinelliM.Le MoalM.PiazzaP. V. (1997). Glucocorticoids and behavioral effects of psychostimulants. II: cocaine intravenous self-administration and reinstatement depend on glucocorticoid levels. *J. Pharmacol. Exp. Ther.* 281 1401–1407. 9190876

[B27] Deroche-GamonetV.SillaberI.AouizerateB.IzawaR.JaberM.GhozlandS. (2003). The glucocorticoid receptor as a potential target to reduce cocaine abuse. *J. Neurosci.* 23 4785–4790. 10.1523/JNEUROSCI.23-11-04785.2003 12805318PMC6740779

[B28] Di BellaD. J.HabibiE.StickelsR. R.ScaliaG.BrownJ.YadollahpourP. (2021). Molecular logic of cellular diversification in the mouse cerebral cortex. *Nature* 595, 554–559.3416307410.1038/s41586-021-03670-5PMC9006333

[B29] Di ChiaraG. (2002). Nucleus accumbens shell and core dopamine: differential role in behavior and addiction. *Behav. Brain Res*. 137, 75–114.1244571710.1016/s0166-4328(02)00286-3

[B30] DixonJ. R.SelvarajS.YueF.KimA.LiY.ShenY. (2012). Topological domains in mammalian genomes identified by analysis of chromatin interactions. *Nature* 485 376–380. 10.1038/nature11082 22495300PMC3356448

[B31] DobinA.DavisC. A.SchlesingerF.DrenkowJ.ZaleskiC.JhaS. (2013). STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29 15–21. 10.1093/bioinformatics/bts635 23104886PMC3530905

[B32] DongY.TaylorJ. R.WolfM. E.ShahamY. (2017). Circuit and synaptic plasticity mechanisms of drug relapse. *J. Neurosci.* 37 10867–10876. 10.1523/JNEUROSCI.1821-17.2017 29118216PMC5678019

[B33] DuttkeS. H.ChangM. W.HeinzS.BennerC. (2019). Identification and dynamic quantification of regulatory elements using total RNA. *Genome Res.* 29 1836–1846. 10.1101/gr.253492.119 31649059PMC6836739

[B34] ErnstJ.KheradpourP.MikkelsenT. S.ShoreshN.WardL. D.EpsteinC. B. (2011). Mapping and analysis of chromatin state dynamics in nine human cell types. *Nature* 473 43–49. 10.1038/nature09906 21441907PMC3088773

[B35] EverittB. J. (2014). Neural and psychological mechanisms underlying compulsive drug seeking habits and drug memories–indications for novel treatments of addiction. *Eur. J. Neurosci.* 40 2163–2182. 10.1111/ejn.12644 24935353PMC4145664

[B36] FanA. Z.ChouS. P.ZhangH.JungJ.GrantB. F. (2019). Prevalence and correlates of past-year recovery from dsm-5 alcohol use disorder: results from national epidemiologic survey on alcohol and related conditions-III. *Alcohol. Clin. Exp. Res.* 43 2406–2420. 10.1111/acer.14192 31580502

[B37] FattoreL.MelisM. (2016). Sex differences in impulsive and compulsive behaviors: a focus on drug addiction. *Addict. Biol.* 21 1043–1051. 10.1111/adb.12381 26935237

[B38] FergusonD.ShaoN.HellerE.FengJ.NeveR.KimH.-D. (2015). SIRT1-FOXO3a regulate cocaine actions in the nucleus accumbens. *J. Neurosci.* 35 3100–3111. 10.1523/JNEUROSCI.4012-14.2015 25698746PMC4331629

[B39] GeorgeO.KoobG. F. (2010). Individual differences in prefrontal cortex function and the transition from drug use to drug dependence. *Neurosci. Biobehav. Rev.* 35 232–247. 10.1016/j.neubiorev.2010.05.002 20493211PMC2955797

[B40] GeorgeO.MandyamC. D.WeeS.KoobG. F. (2008). Extended access to cocaine self-administration produces long-lasting prefrontal cortex-dependent working memory impairments. *Neuropsychopharmacology* 33 2474–2482. 10.1038/sj.npp.1301626 18033234PMC2760333

[B41] GipsonC. D.KupchikY. M.KalivasP. W. (2014). Rapid, transient synaptic plasticity in addiction. *Neuropharmacology* 76 Pt B 276–286. 10.1016/j.neuropharm.2013.04.032 23639436PMC3762905

[B42] GoldsteinR. Z.VolkowN. D. (2011). Dysfunction of the prefrontal cortex in addiction: neuroimaging findings and clinical implications. *Nat. Rev. Neurosci*. 12, 652–669.2201168110.1038/nrn3119PMC3462342

[B43] HamiltonP. J.NestlerE. J. (2019). Epigenetics and addiction. *Curr. Opin. Neurobiol.* 59 128–136.3125584410.1016/j.conb.2019.05.005PMC6889055

[B44] HeinzS.BennerC.SpannN.BertolinoE.LinY. C.LasloP. (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol. Cell* 38 576–589. 10.1016/j.molcel.2010.05.004 20513432PMC2898526

[B45] HeinzS.RomanoskiC. E.BennerC.GlassC. K. (2015). The selection and function of cell type-specific enhancers. *Nat. Rev. Mol. Cell Biol.* 16 144–154. 10.1038/nrm3949 25650801PMC4517609

[B46] HeinzS.TexariL.HayesM. G. B.UrbanowskiM.ChangM. W.GivarkesN. (2018). Transcription elongation can affect genome 3D structure. *Cell* 174 1522–1536.e22. 10.1016/j.cell.2018.07.047 30146161PMC6130916

[B47] HetzelJ.DuttkeS. H.BennerC.ChoryJ. (2016). Nascent RNA sequencing reveals distinct features in plant transcription. *Proc. Natl. Acad. Sci. U.S.A.* 113 12316–12321. 10.1073/pnas.1603217113 27729530PMC5087027

[B48] HopeB. T.NyeH. E.KelzM. B.SelfD. W.IadarolaM. J.NakabeppuY. (1994). Induction of a long-lasting AP-1 complex composed of altered Fos-like proteins in brain by chronic cocaine and other chronic treatments. *Neuron* 13 1235–1244.794635910.1016/0896-6273(94)90061-2

[B49] JooJ.-Y.SchaukowitchK.FarbiakL.KilaruG.KimT.-K. (2016). Stimulus-specific combinatorial functionality of neuronal c-fos enhancers. *Nat. Neurosci.* 19 75–83. 10.1038/nn.4170 26595656PMC4696896

[B50] KaikkonenM. U.SpannN. J.HeinzS.RomanoskiC. E.AllisonK. A.StenderJ. D. (2013). Remodeling of the enhancer landscape during macrophage activation is coupled to enhancer transcription. *Mol. Cell* 51 310–325. 10.1016/j.molcel.2013.07.010 23932714PMC3779836

[B51] KallupiM.CarretteL. L. G.KononoffJ.Solberg WoodsL. C.PalmerA. A.SchweitzerP. (2020). Nociceptin attenuates the escalation of oxycodone self-administration by normalizing CeA-GABA transmission in highly addicted rats. *Proc. Natl. Acad. Sci. U.S.A.* 117 2140–2148. 10.1073/pnas.1915143117 31932450PMC6994987

[B52] KimT.-K.HembergM.GrayJ. M.CostaA. M.BearD. M.WuJ. (2010). Widespread transcription at neuronal activity-regulated enhancers. *Nature* 465 182–187. 10.1038/nature09033 20393465PMC3020079

[B53] KoobG. F.VolkowN. D. (2016). Neurobiology of addiction: a neurocircuitry analysis. *Lancet Psychiatry* 3 760–773. 10.1016/S2215-0366(16)00104-8 27475769PMC6135092

[B54] KoobG. F.BuckC. L.CohenA.EdwardsS.ParkP. E.SchlosburgJ. E. (2014). Addiction as a stress surfeit disorder. *Neuropharmacology* 76 Pt B 370–382. 10.1016/j.neuropharm.2013.05.024 23747571PMC3830720

[B55] LacagninaM. J.RiveraP. D.BilboS. D. (2017). Glial and neuroimmune mechanisms as critical modulators of drug use and abuse. *Neuropsychopharmacology* 42 156–177. 10.1038/npp.2016.121 27402494PMC5143481

[B56] LevineM. (2010). Transcriptional enhancers in animal development and evolution. *Curr. Biol.* 20 R754–R763. 10.1016/j.cub.2010.06.070 20833320PMC4280268

[B57] LiW.NotaniD.RosenfeldM. G. (2016). Enhancers as non-coding RNA transcription units: recent insights and future perspectives. *Nat. Rev. Genet.* 17 207–223. 10.1038/nrg.2016.4 26948815

[B58] LiY. E.PreisslS.HouX.ZhangZ.ZhangK.QiuY. (2021). An atlas of gene regulatory elements in adult mouse cerebrum. *Nature* 598, 129–136.3461606810.1038/s41586-021-03604-1PMC8494637

[B59] LiangT.KimpelM. W.McClintickJ. N.SkillmanA. R.McCallK.EdenbergH. J. (2010). Candidate genes for alcohol preference identified by expression profiling in alcohol-preferring and -nonpreferring reciprocal congenic rats. *Genome Biol.* 11:R11. 10.1186/gb-2010-11-2-r11 20128895PMC2872871

[B60] Lieberman-AidenE.van BerkumN. L.WilliamsL.ImakaevM.RagoczyT.TellingA. (2009). Comprehensive mapping of long-range interactions reveals folding principles of the human genome. *Science* 326 289–293. 10.1126/science.1181369 19815776PMC2858594

[B61] LimJ.-Y.DuttkeS. H.BakerT. S.LeeJ.GambinoK. J.VenturiniN. J. (2021). DNMT3A haploinsufficiency causes dichotomous DNA methylation defects at enhancers in mature human immune cells. *J. Exp. Med.* 218:e20202733. 10.1084/jem.20202733 33970190PMC8111463

[B62] LoveM. I.HuberW.AndersS. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15:550. 10.1186/s13059-014-0550-8 25516281PMC4302049

[B63] McClungC. A.NestlerE. J. (2003). Regulation of gene expression and cocaine reward by CREB and ΔFosB. *Nat. Neurosci.* 6 1208–1215. 10.1038/nn1143 14566342

[B64] McLeanC. Y.BristorD.HillerM.ClarkeS. L.SchaarB. T.LoweC. B. (2010). GREAT improves functional interpretation of cis-regulatory regions. *Nat. Biotechnol.* 28 495–501. 10.1038/nbt.1630 20436461PMC4840234

[B65] MikhaylichenkoO.BondarenkoV.HarnettD.SchorI. E.MalesM.VialesR. R. (2018). The degree of enhancer or promoter activity is reflected by the levels and directionality of eRNA transcription. *Genes Dev.* 32 42–57. 10.1101/gad.308619.117 29378788PMC5828394

[B66] OngC.-T.CorcesV. G. (2011). Enhancer function: new insights into the regulation of tissue-specific gene expression. *Nat. Rev. Genet.* 12 283–293. 10.1038/nrg2957 21358745PMC3175006

[B67] OstuniR.PiccoloV.BarozziI.PollettiS.TermaniniA.BonifacioS. (2013). Latent enhancers activated by stimulation in differentiated cells. *Cell* 152 157–171. 10.1016/j.cell.2012.12.018 23332752

[B68] PorrinoL. J.LyonsD. (2000). Orbital and medial prefrontal cortex and psychostimulant abuse: studies in animal models. *Cereb. Cortex* 10, 326–333.1073122710.1093/cercor/10.3.326

[B69] PierceR. C.FantB.Swinford-JacksonS. E.HellerE. A.BerrettiniW. H.WimmerM. E. (2018). Environmental, genetic and epigenetic contributions to cocaine addiction. *Neuropsychopharmacology* 43 1471–1480. 10.1038/s41386-018-0008-x 29453446PMC5983541

[B70] RussoS. J.DietzD. M.DumitriuD.MorrisonJ. H.MalenkaR. C.NestlerE. J. (2010). The addicted synapse: mechanisms of synaptic and structural plasticity in nucleus accumbens. *Trends Neurosci.* 33 267–276. 10.1016/j.tins.2010.02.002 20207024PMC2891948

[B71] SchermaM.QvistJ. S.AsokA.HuangS.-S. C.MasiaP.DeiddaM. (2020). Cannabinoid exposure in rat adolescence reprograms the initial behavioral, molecular, and epigenetic response to cocaine. *Proc. Natl. Acad. Sci. U.S.A.* 117 9991–10002. 10.1073/pnas.1920866117 32312805PMC7211986

[B72] SedighimS.CarretteL. L.VenniroM.ShahamY.de GuglielmoG.GeorgeO. (2021). Individual differences in addiction-like behaviors and choice between cocaine versus food in Heterogeneous Stock rats. *Psychopharmacology* 238 3423–3433. 10.1007/s00213-021-05961-1 34415376PMC8889911

[B73] SheffieldN. C.ThurmanR. E.SongL.SafiA.StamatoyannopoulosJ. A.LenhardB. (2013). Patterns of regulatory activity across diverse human cell types predict tissue identity, transcription factor binding, and long-range interactions. *Genome Res.* 23 777–788. 10.1101/gr.152140.112 23482648PMC3638134

[B74] SkupioU.TertilM.BileckiW.BarutJ.KorostynskiM.GoldaS. (2020). Astrocytes determine conditioned response to morphine via glucocorticoid receptor-dependent regulation of lactate release. *Neuropsychopharmacology* 45 404–415. 10.1038/s41386-019-0450-4 31254970PMC6901448

[B75] SlezakM.KorostynskiM.GierykA.GoldaS.DzbekJ.PiechotaM. (2013). Astrocytes are a neural target of morphine action via glucocorticoid receptor-dependent signaling. *Glia* 61 623–635. 10.1002/glia.22460 23339081

[B76] Solberg WoodsL. C.PalmerA. A. (2019). Using heterogeneous stocks for fine-mapping genetically complex traits. *Methods Mol. Biol.* 2018 233–247. 10.1007/978-1-4939-9581-3_11 31228160PMC9121584

[B77] SrinivasanS.ShariffM.BartlettS. E. (2013). The role of the glucocorticoids in developing resilience to stress and addiction. *Front. Psychiatry* 4:68. 10.3389/fpsyt.2013.00068 23914175PMC3730062

[B78] StewartA. F.FultonS. L.MazeI. (2021). Epigenetics of drug addiction. *Cold Spring Harb. Perspect. Med.* 11 a040253. 10.1101/cshperspect.a040253 32513670PMC7967246

[B79] StuartT.SrivastavaA.MadadS.LareauC. A.SatijaR. (2021). Single-cell chromatin state analysis with Signac. *Nat. Methods* 18 1333–1341. 10.1038/s41592-021-01282-5 34725479PMC9255697

[B80] TeagueC. D.NestlerE. J. (2021). Key transcription factors mediating cocaine-induced plasticity in the nucleus accumbens. *Mol. Psychiatry.* 27 687–709. 10.1038/s41380-021-01163-5 34079067PMC8636523

[B81] TeleseF.MaQ.PerezP. M.NotaniD.OhS.LiW. (2015). LRP8-reelin-regulated neuronal enhancer signature underlying learning and memory formation. *Neuron* 86 696–710. 10.1016/j.neuron.2015.03.033 25892301PMC4486257

[B82] ThibodeauA.ErogluA.McGinnisC. S.LawlorN.Nehar-BelaidD.KursaweR. (2021). AMULET: a novel read count-based method for effective multiplet detection from single nucleus ATAC-seq data. *Genome Biol.* 22:252. 10.1186/s13059-021-02469-x 34465366PMC8408950

[B83] VendruscoloL. F.BarbierE.SchlosburgJ. E.MisraK. K.WhitfieldT. W.Jr.LogripM. L. (2012). Corticosteroid-dependent plasticity mediates compulsive alcohol drinking in rats. *J. Neurosci.* 32 7563–7571. 10.1523/JNEUROSCI.0069-12.2012 22649234PMC3375621

[B84] VendruscoloL. F.EsteyD.GoodellV.MacshaneL. G.LogripM. L.SchlosburgJ. E. (2015). Glucocorticoid receptor antagonism decreases alcohol seeking in alcohol-dependent individuals. *J. Clin. Invest.* 125 3193–3197. 10.1172/JCI79828 26121746PMC4563748

[B85] VolkowN. D.WangG.-J.MaY.FowlerJ. S.WongC.DingY.-S. (2015). Activation of orbital and medial prefrontal cortex by methylphenidate in cocaine-addicted subjects but not in controls: relevance to addiction. *J. Neurosci*. 25, 3932–3939.10.1523/JNEUROSCI.0433-05.2005PMC672492515829645

[B86] WangZ.ChivuA. G.ChoateL. A.RiceE. J.MillerD. C.ChuT. (2022). Prediction of histone post-translational modification patterns based on nascent transcription data. *Nat. Genet*. 54, 295–305.3527339910.1038/s41588-022-01026-xPMC9444190

[B87] WernerC. T.AltshulerR. D.ShahamY.LiX. (2021). Epigenetic mechanisms in drug relapse. *Biol. Psychiatry* 89 331–338. 10.1016/j.biopsych.2020.08.005 33066961PMC7854851

[B88] WuR.LiJ.-X. (2020). Toll-like receptor 4 signaling and drug addiction. *Front. Pharmacol.* 11:603445. 10.3389/fphar.2020.603445 33424612PMC7793839

[B89] YaoZ.LiuH.XieF.FischerS.AdkinsR. S.AldridgeA. I. (2021). A transcriptomic and epigenomic cell atlas of the mouse primary motor cortex. *Nature* 598, 103–110.3461606610.1038/s41586-021-03500-8PMC8494649

[B90] ZachariouV.BolanosC. A.SelleyD. E.TheobaldD.CassidyM. P.KelzM. B. (2006). An essential role for ΔFosB in the nucleus accumbens in morphine action. *Nat. Neurosci.* 9 205–211. 10.1038/nn1636 16415864

[B91] ZhangY.LiuT.MeyerC. A.EeckhouteJ.JohnsonD. S.BernsteinB. E. (2008). Model-based analysis of ChIP-Seq (MACS). *Genome Biology* 9 R137. 10.1186/gb-2008-9-9-r137 18798982PMC2592715

[B92] ZhangZ.ZhouJ.TanP.PangY.RivkinA. C.KirchgessnerM. A. (2021). Epigenomic diversity of cortical projection neurons in the mouse brain. *Nature* 598, 167–173.3461606510.1038/s41586-021-03223-wPMC8494636

[B93] ZiffraR. S.KimC. N.RossJ. M.WilfertA.TurnerT. N.HaeusslerM. (2021). Single-cell epigenomics reveals mechanisms of human cortical development. *Nature* 598, 205–213.3461606010.1038/s41586-021-03209-8PMC8494642

[B94] ZuoL.LuL.TanY.PanX.CaiY.WangX. (2014). Genome-wide association discoveries of alcohol dependence. *Am. J. Addict.* 23 526–539. 10.1111/j.1521-0391.2014.12147.x 25278008PMC4187224

How the deposited data were processed for this re-analysis (not part of the article)

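Initiating transcripts were measured by csRNA-seq in 6 PFC and 5 NAc libraries, with 11 small RNA inputs, mRNA by mRNA-seq in 12 libraries, and chromatin accessibility by snATAC-seq in 1 PFC library of a naive rat. Samples were grouped by region and by treatment as the labels and the paper give them, and the 36 samples include 1 Hi-C library that was not analysed here. The mRNA and csRNA-seq samples came from 2 naive, 2 oxycodone and 2 cocaine rats, which are separate animals.

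For mRNA the authors deposited counts per gene that are not normalized. They aligned the reads to mRatBN7.2/rn7 with STAR and counted them with featureCounts, and the annotation, strand setting and versions are not given in the sources used here. For TSRs the authors deposited a list per region with a score per TSR. The score is the number of tags scaled to 10000000 tags of the pooled libraries, rounded, so it is neither a count nor tied to a sample. The authors trimmed reads with HOMER, aligned them with STAR to the same assembly, and called TSRs with HOMER on the pooled libraries against the pooled inputs. For snATAC-seq the authors deposited the fragments and counts per barcode of Cell Ranger ATAC 2.0, on a custom reference of Rnor 6.0, and used Signac 1.4.0 afterwards. Positions on the assemblies were never converted or compared.

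Gene counts were tested with edgeR 4.0.16 in R 4.3.3 by its quasi-likelihood test, with TMM normalization, the default filterByExpr, and a single fit of 12 libraries in 6 groups. The comparisons were PFC against NAc in naive rats and over all rats, each drug against naive rats within a region, the difference of a drug's change between regions, and oxycodone against cocaine within a region. Benjamini-Hochberg adjustment was over the 17527 genes kept, and genes were called at an adjusted p under 0.05. The common biological coefficient of variation was 0.293. Gene lists were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2, a preset correlation of 0.01, and adjustment over the 18 lists of a comparison. DESeq2 1.42.0 was an alternative test. Named genes are every gene the paper names, every gene of the lists, and for each mRNA comparison the 10 genes that rose and the 10 that fell most among called genes whose libraries do not overlap between the groups. The lists, this rule and the main designs were fixed before the data were examined. Genes called by DESeq2 alone and genes detected in some rats only were named after their values were seen. Some genes of the lists are not reported here. Symbols were matched to the RefSeq gene table, by symbol or synonym, for 84.3% of the genes.

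A gene with no count in a group is given as a bound against a floor of 3 counts over the group, and a gene with 1 to 3 counts as a ratio with a 95% counting interval. Intervals and floors cover counting error only. Replicates are separate rats, 2 per group. On simulated counts with 200.0 changed genes, tested on simulated data for oxycodone against naive rats in NAc with 17146 genes, the test recovered 10.0% of the genes changed 2-fold, 68% of those changed 4-fold and 92% of those changed 8-fold, with 3 false calls. For the comparison of regions over all rats it recovered 66%, 94.7% and 100.0%, with 16 false calls. Depth was 21213368 to 37862493 counts per mRNA library, with a median of 25150832.

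TSR lists were compared by overlap of at least 1 bp on the same strand, by partners on the other strand within 500 bp, and by the order of TSRs along a chromosome against 1000 shuffles among TSRs of like score. The paper's Supplementary Table 3 was joined to the lists by position and strand. Its fold changes are the paper's. Nuclei were filtered by fragments in peaks (3000.0 to 25000.0), share in peaks (30%), blacklist ratio (0.05) and nucleosome signal (4), clustered with leidenalg 0.10.2 and igraph 0.11.9, and checked for multiplets. The script for multiplets was tested on simulated data, in which 50.0 of 50.0 doublets and 0 of 500.0 singlets were marked. This simulation does not give the rate of false marks among real nuclei. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0, scikit-learn 1.9.0 and matplotlib 3.10.9 was used.

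Alternatives tried for mRNA were DESeq2, RLE normalization, no filter on low counts, only the libraries compared, leaving out each library, a looser threshold with a 2-fold change, a block for the replicate number, an estimated correlation for the lists, and the share of ribosomal RNA as a covariate. For TSRs they were another overlap, strand, window, orientation and score, and for nuclei another measure of fragments, fewer filters, wider bins and a lower resolution.

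Promoter and enhancer classes of TSRs, motif shares, matches of the glucocorticoid response element, mRNA by the nearest TSR, cell types of clusters and overlaps of TSRs with snATAC-seq were left out, because no genome or annotation of these assemblies was used here. Counts per TSR and library, the published ChIP-seq and ATAC-seq data and Hi-C were not analysed here.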

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

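The paper compares mRNA between PFC and NAc, and the mRNA of drug-exposed against naive rats below is data it did not report on; each drug group holds 2 rats, and PFC and NAc come from the same rats, so the regions are not independent. The tests of genes detected in some rats only and of cortical mRNA in NAc libraries were chosen after the results were seen, as were the fits with the share of ribosomal RNA, the leaving out of libraries for gene lists, the list without genes of Supplementary Table 3 and the tests of oxycodone against cocaine by DESeq2.

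Glucocorticoid receptor targets had lower mRNA after oxycodone in PFC, with 27 of 28 below 0 and a median log2 fold change of -0.63 (adjusted p = 7.28e-21 from limma's camera, adjusted p = 0.0284 with an estimated correlation), and in NAc, with 23 of 28 below 0 and a median of -0.56 (adjusted p = 7.89e-10 from limma's camera, adjusted p = 0.089 with an estimated correlation; median -0.37 without NAc naive replicate 2). Hif3a stood at -1.83 in PFC and -2.16 in NAc, Tsc22d3, an anti-inflammatory target, at -1.04 and -0.67, and Sgk1, a kinase, at -0.89 (-0.47 without PFC naive replicate 2) and -1.82, and without the 4 targets nearest to a TSR of Supplementary Table 3 the medians were -0.61 and -0.51. A trend with the share of ribosomal RNA as the whole cause is argued against, since with this share as a covariate the medians were -0.57 and -0.49, both past the threshold of limma's camera. Fewer glial or vascular cells are argued against in the PFC libraries compared. There the targets lay below the lowest of 6 cell type lists by a difference of medians of -0.54 (95% bootstrap interval over genes -0.69 to -0.34). Such an interval does not cover the spread between rats, 2 per group. In NAc fewer glial cells cannot be told apart, since the interval of -0.30 (-0.57 to 0.07), against oligodendrocyte precursor cell markers, includes 0. Fewer vascular cells are argued against in NAc by the meningeal and mural cell markers, at 0.54 (0.41 to 0.74 without 1 library). Endothelial markers there were at 0.26 (0.01 to 0.51 without 1 library). The time of day of collection stays open: circadian output genes had medians of -0.39 in PFC and -0.44 in NAc with Arntl at 0.43 and 0.35, although the 3 genes of opposite phase, Arntl among them, had medians of 0.17 in PFC and 0.09 in NAc, where 1 of 3 was below 0, Nr1d1 stood at 0.30 (0.14 without PFC naive replicate 1, 0.50 without PFC naive replicate 2) and 0.19 and Per2 is itself a possible receptor target, and an effect of oxycodone on these genes stays open too, as untested.

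Cortical excitatory neuron markers in NAc had a median of -0.57 after cocaine (18 of 20 below 0; adjusted p = 0.00115 from limma's camera, adjusted p = 0.578 with an estimated correlation; -0.54 and 0.205 without NAc cocaine replicate 1, -0.29 and 0.0199 without NAc naive replicate 2). For the 13 of the 20 markers that had over 5 CPM in PFC and were over 2-fold higher there over all rats, the median level in the NAc libraries was 3.62% and 11.5% of the PFC level in naive rats, 12.7% and 3.13% after oxycodone, and 1.03% and 6.77% after cocaine, with Slc17a7 at 80.1, 297, 362, 52.5, 1.60 and 150 CPM in that order. These 13 markers ranked the 6 NAc libraries alike, with a mean pairwise Spearman correlation of 0.61, and the library with most of them was not the one with most medium spiny neuron markers, which is consistent with varying amounts of cortical tissue in the punches. Less cortical tissue would not lower the medium spiny neuron markers, which had a median of -0.39 after cocaine in NAc (adjusted p = 0.00138 from limma's camera, adjusted p = 0.578 with an estimated correlation; -0.16 and 0.0743 without NAc cocaine replicate 2, the library with the highest share of ribosomal RNA, 5.64%). A change with cocaine stays open as a biological explanation and was not tested apart from the punches.

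LOC302022 was detected in both regions of naive and oxycodone rats and nearly absent in both cocaine rats, with 5.52 ± 0.575 CPM in NAc of naive rats and 0.0187 ± 0.0264 CPM after cocaine (SD, n = 2 rats each), a ratio of 307 (counting interval 54.5 to 12200.0) and a fitted log2 fold change of -7.93 (adjusted p = 0.00811 from edgeR). The call ended with only the libraries compared (0.679), and without NAc naive replicate 1 (0.0799), naive replicate 2 (0.0628) or cocaine replicate 2 (0.0705). Among 13 genes detected in some rats and absent in others, Ifit1 among them, the PFC library of 6 of 6 rats, taken by treatment and replicate number, matched its own NAc library best (exact p = 0.00139 for the summed match over 720.0 pairings), and with a stricter rule on counts 4 of 6 did over 7 genes (exact p = 0.00278). Inherited differences between heterogeneous stock rats, which are outbred, may account for such genes, but the rules were set after the genes were seen and differ in their outcome. For LOC302022 a difference between rats and an effect of cocaine cannot be told apart with 2 rats per group.

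After oxycodone, Gpd1, a glycerol-3-phosphate dehydrogenase gene, fell in NAc from 287 ± 15.5 to 66.1 ± 6.67 CPM (SD, n = 2 rats each; log2 fold change -2.12, standard error 0.22, adjusted p = 0.0481 from edgeR), and the call ended with RLE normalization (0.0535), with only the libraries compared (0.689) and without any of the 4 libraries (0.458 to 0.717). Cfap206 had no count in NAc after oxycodone and 1.89 ± 0.133 CPM in naive rats, at least 40.0-fold lower against a floor of 3 counts over the group (fitted log2 fold change -8.67, adjusted p = 0.0481 from edgeR), and the call ended with only the libraries compared (0.828) and without any of the 4 libraries (0.362 to 0.603). In PFC, immediate early genes and targets of AP1 and CREB had a median of -0.38 after oxycodone (22 of 26 below 0; adjusted p = 0.000579 from limma's camera, adjusted p = 0.755 with an estimated correlation; -0.15 and 0.192 without PFC naive replicate 2, -0.01 and 0.801 without PFC oxycodone replicate 1, -0.84 without PFC oxycodone replicate 2). Blood markers had a median of 1.40 after oxycodone in NAc (adjusted p = 0.0189 from limma's camera, adjusted p = 0.504 with an estimated correlation; 0.142 without NAc naive replicate 2, 0.0609 without NAc oxycodone replicate 1). Endothelial markers had a median of 0.26 after oxycodone in NAc (adjusted p = 0.00627 from limma's camera, adjusted p = 0.469 with an estimated correlation; 0.01 and 0.539 without NAc naive replicate 1, 0.51 without NAc naive replicate 2, 0.0765 without NAc oxycodone replicate 1). Glutamate receptors and scaffolds had a median of -0.19 after oxycodone in NAc (adjusted p = 0.0235 from limma's camera, adjusted p = 0.752 with an estimated correlation; -0.66 without NAc oxycodone replicate 1, 0.04 and 0.558 without NAc oxycodone replicate 2, 0.0797 without NAc naive replicate 2, -0.05 and 0.37 with the share of ribosomal RNA as a covariate). Meningeal and mural cell markers had a median of 0.54 after oxycodone in NAc (12 of 12 above 0; adjusted p = 2.43e-06 from limma's camera, adjusted p = 0.0564 with an estimated correlation).

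After cocaine, microglia markers had a median of -0.27 in PFC (13 of 13 below 0; adjusted p = 0.0113 from limma's camera, adjusted p = 0.831 with an estimated correlation; -0.03 without PFC naive replicate 1, -0.55 without PFC cocaine replicate 1, -0.06 without PFC cocaine replicate 2). Of the PFC libraries, naive replicate 1 had the highest share of ribosomal RNA (3.76%) and cocaine replicate 2 the lowest (1.55%). A part of this share in the microglia change stays open. Dopamine receptor signalling had a median of -0.30 in NAc (adjusted p = 0.015 from limma's camera, adjusted p = 0.578 with an estimated correlation; -0.20 and 0.148 without NAc naive replicate 1, -0.54 and 0.0832 without NAc cocaine replicate 1, -0.15 and 0.111 without NAc cocaine replicate 2). Glutamate receptors and scaffolds had a median of -0.48 in NAc (adjusted p = 0.00227 from limma's camera, adjusted p = 0.578 with an estimated correlation; -0.86 without NAc cocaine replicate 1, -0.13 without NAc cocaine replicate 2). Both NAc changes were smaller without NAc cocaine replicate 2, the library with the highest share of ribosomal RNA (5.64%). A part of this share in both NAc changes stays open. Dopamine receptor signalling shares genes such as Drd1 and Adcy5 with the medium spiny neuron markers, so their changes after cocaine are not independent.

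The change with oxycodone differed between PFC and NAc for immediate early genes and targets of AP1 and CREB (median difference of log2 fold changes, PFC minus NAc, -0.59; adjusted p = 0.00525 from limma's camera, adjusted p = 0.739 with an estimated correlation). For glutamate receptors and scaffolds the median difference was 0.18 (adjusted p = 0.0195 from limma's camera, adjusted p = 0.739 with an estimated correlation). Meningeal and mural cell markers had a median difference of -0.65 (adjusted p = 0.00107 from limma's camera, adjusted p = 0.178 with an estimated correlation). The change with cocaine differed between the regions for cortical excitatory neuron markers (median difference 0.67, adjusted p = 0.00254 from limma's camera, adjusted p = 0.572 with an estimated correlation). For 13 of these markers, NAc libraries stood at 3.62% and 11.5% of the PFC level in naive rats and 1.03% and 6.77% after cocaine. Varying cortical tissue in the NAc punches is therefore not told apart from a change with cocaine in this difference. Differences with the same test were 0.37 for dopamine receptor signalling (adjusted p = 0.00995 from limma's camera, adjusted p = 0.572 with an estimated correlation), 0.58 for glutamate receptors and scaffolds (adjusted p = 0.00254 from limma's camera, adjusted p = 0.663 with an estimated correlation) and 0.51 for medium spiny neuron markers (adjusted p = 0.00254 from limma's camera, adjusted p = 0.572 with an estimated correlation). Microglia markers had a median difference of -0.74 (adjusted p = 0.00328 from limma's camera, adjusted p = 0.572 with an estimated correlation). C1qa had 59.2 and 142 CPM in NAc cocaine replicates 1 and 2 against 62.6 and 65.5 CPM in NAc of naive rats. Cx3cr1 had 15.0 and 4.90 CPM against 17.7 and 21.5 CPM, so the members went both ways in replicate 2. No library was left out for any of these differences. Those of dopamine receptor signalling and of medium spiny neuron markers are not independent, since the lists share genes. Without 1 library, changes after oxycodone were -0.84 to -0.01 for immediate early genes in PFC. In NAc they were -0.66 to 0.04 for glutamate receptors and 0.41 to 0.74 for meningeal and mural cell markers. After cocaine in NAc they were -0.86 to -0.13 for glutamate receptors and -0.54 to -0.15 for dopamine receptor signalling. Medium spiny neuron markers were at -0.55 to -0.16 and cortical markers at -0.74 to -0.29.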

How the results depend on the processing

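The fits with the share of ribosomal RNA and the leaving out of libraries for gene lists were chosen after the results were seen. So were the list without genes of Supplementary Table 3 and the DESeq2 tests of oxycodone against cocaine. The tests of neighbouring TSRs, both the main one and that at least 2000 bp on, and the marking of multiplets were too. Of the alternatives to main results of a comparison, 140.0 kept direction and side of the threshold, 3 lists lost their call and 58 values moved by more than their interval or 1.5 times, and of those to single genes and lists 620.0 kept both, 63 lost the call, 24 gained it and 17 reversed. PFC against NAc in naive rats gave 2325 higher and 2011 lower genes with the ribosomal RNA covariate, and 263 to 753 higher and 376 to 607 lower without 1 library. Over all rats it gave 4377 and 3816 with the covariate and 1568 and 1331 at an adjusted p under 0.10 with over 2-fold, from edgeR. With DESeq2, oxycodone gave 1 higher and 1 lower gene in PFC and 3 and 13 in NAc, and cocaine 1 and 1 in PFC and 5 and 2 in NAc. Oxycodone against cocaine gave 3 and 6 in PFC and 17 and 33 in NAc with DESeq2. With edgeR it gave 0 and 0 in PFC and 1 and 1 in NAc. Without the filter on low counts oxycodone gave 1 higher gene in PFC and cocaine 1 lower gene in PFC. In NAc the lower genes after oxycodone were 1 with RLE normalization, 0 with only the libraries compared and 0 to 0 without 1 library, and after cocaine 0 with only the libraries compared and 0 to 1 without 1 library. With an estimated correlation the glucocorticoid receptor targets were at -0.56 in NAc after oxycodone (adjusted p = 0.089 from limma's camera), and at -0.40 in PFC (0.133) and -0.55 in NAc (0.0891) for oxycodone against cocaine. Overlap with the other list was 52.2%, 59.3% and 80.2% of PFC TSRs and 71.1%, 78.2% and 89.7% of NAc TSRs with at least 50% of the TSR, either strand and the upper part by score. Bidirectional shares were 39.1%, 67.6%, 47.2% and 74.2% in PFC and 41.5%, 69.0%, 49.6% and 77.6% in NAc with a window of 200 bp, a window of 1000 bp, only divergent pairs and the upper part by score; that share over all TSRs stands in for distal TSRs. Neighbours at least 2000 bp on were 58.0% in PFC and 38.4% in NAc. Reversed were Fkbp5 after cocaine in PFC (0.0131 with DESeq2, 0.0125 with RLE normalization, 0.00971 without the filter, 0.0116 with the replicate block, 0.0357 with the covariate, 0.0174 with only the libraries compared, -0.15 to 0.24 without 1 library) and, without 1 library, Hif3a and Gpd1 after cocaine in PFC (-0.0470 to 0.56 and -0.0515 to 0.31) and in NAc (-0.49 to 0.0242 and -0.43 to 0.0565), Fkbp5 after cocaine in NAc (-0.0361 to 0.24), Dbp after oxycodone in NAc (-0.40 to 0.19) and glutamate receptors and scaffolds after oxycodone in NAc (-0.66 to 0.0443). The cause was not tested, except that leaving out a library or fitting only the libraries compared gives the test fewer samples, and a window, an orientation or a score limit sets a share by its own construction. Same-numbered libraries of PFC and NAc deviated together in naive (correlation across genes 0.16) and oxycodone rats (0.50) and apart in cocaine rats (-0.50), while genes detected in some rats only matched PFC to NAc libraries by number, and the labels do not say that a number marks a rat. The label of PFC cocaine replicate 2 is described as replicate 1, and exchanging the numbers of these 2 libraries would turn the sign of the cocaine value. Over the 13 genes detected in some rats only, PFC cocaine replicates 1 and 2 matched their same-numbered NAc libraries at 100% and 92.3%. Their highest matches to another library were 84.6% and 76.9%. For these genes the values argue against an exchange. The rule was set after the genes were seen, and with a stricter rule 4 of 6 rats matched best. Libraries of different treatments come from different rats and share only a number. With the replicate block 2100.0 genes were higher and 2285 lower between regions in naive rats. That fit held only the 4 naive libraries and left 1 residual degree of freedom, so the block was not its only change. With the block, 0 genes were lower in NAc after oxycodone and 0 after cocaine. With 1 library left in a group, its spread is assumed to be that of the other groups. Not run, since no genome or annotation was used here, were the promoter windows, strand and score of promoter and enhancer TSRs, all alternatives on motifs, on the glucocorticoid response element and on mRNA by the nearest TSR. No paired analysis was possible for the TSR lists because they pool the libraries. With 2 rats per group, changes of 2-fold in single genes are mostly missed, since 10.0% were recovered on simulated counts of oxycodone against naive rats in NAc.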

Differences from the paper's values

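The test for multiplets was chosen after the results were seen. Multiplets marked among the retained PFC nuclei numbered 869, against the paper's 532, and made up 12.3% of these nuclei, against the paper's 7.5%. The count here rests on positions with 3 or more overlapping fragments and an adjusted p under 0.01, with no repeat filter, and the paper names AMULET without its settings. No alternative set before the data were examined gives a value for multiplets.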

Other observations

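The tests of the splits within rats, of neighbouring TSRs and of a drug's difference between regions by DESeq2 were chosen after the results were seen. Over all 6 rats, 2778 genes were higher and 2390 lower in PFC than in NAc at an adjusted p under 0.05 from edgeR, and 5150.0 of them were also called by DESeq2. Of 20 cortical excitatory neuron markers, 15 were higher and 3 lower (median log2 fold change 3.47, adjusted p = 4.24e-06 from limma's camera, adjusted p = 0.185 with an estimated correlation). Of 16 genes of dopamine receptor signalling 14 were lower and 1 higher, of 13 oligodendrocyte markers 13 were lower, and of 13 interneuron markers 4 were higher and 7 lower. Immediate early genes and targets of AP1 and CREB were higher for 14 of 26 and lower for none (median 1.07, adjusted p = 1.68e-06 from limma's camera, adjusted p = 0.223 with an estimated correlation). Ovol2, an epithelial transcription factor gene, had 11.1 ± 3.00 CPM in PFC and 0.0641 ± 0.0603 CPM in NAc (SD, n = 6 rats each), and Calcr, the calcitonin receptor gene, 0.102 ± 0.0351 CPM in PFC and 27.6 ± 18.5 CPM in NAc.

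Few single genes were called after either drug, in a test that mostly misses 2-fold changes at this number of rats. After oxycodone in PFC, edgeR called 0 genes (282 at an unadjusted p under 0.05), and DESeq2 called Zfp189, a zinc finger gene, at -1.44 and LOC102551006 at 8.58. In NAc, edgeR called 2 genes after oxycodone (391 at an unadjusted p under 0.05) and DESeq2 16, among them the glucocorticoid receptor targets Zbtb16, Hif3a (-2.17) and Sgk1 (-1.83), the glucose transporter gene Slc2a1 (-0.51) and the growth factor gene Igf2 (1.12). After cocaine in PFC, edgeR called 0 genes (211 at an unadjusted p under 0.05), and DESeq2 called LOC102551006 (7.45) and LOC120101887 (-8.49). In NAc, edgeR called 1 gene after cocaine (903 at an unadjusted p under 0.05), and DESeq2 7, among them the heat shock genes Hspa1b (3.10) and Hsf4 (2.22), Dleu7 (1.41) and Nit2 (1.37). Genes called by DESeq2 alone are named here after their values were seen. The difference of a drug's change between PFC and NAc called 0 genes with edgeR and 0 with DESeq2 (125 at an unadjusted p under 0.05 for oxycodone and 388 for cocaine). The edgeR fit did not pair the PFC and NAc libraries of a rat, so it does not show that no gene differed.

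Glucocorticoid receptor targets had medians of -0.14 after cocaine in PFC (adjusted p = 0.222 from limma's camera) and -0.02 in NAc (adjusted p = 0.901 from limma's camera). Oxycodone against cocaine gave -0.40 in PFC (adjusted p = 3.67e-11 from limma's camera, adjusted p = 0.133 with an estimated correlation) and -0.55 in NAc (adjusted p = 7.97e-10 from limma's camera, adjusted p = 0.0891 with an estimated correlation). Both oxycodone libraries lay below both naive libraries for 18 of 28 targets in PFC and 17 of 28 in NAc, where chance gives 16.7% and all genes gave 9.53% and 19.2%. After cocaine this held for 6 targets in PFC and 5 in NAc, where all genes gave 9.78% and 25.6%. The change of these targets with oxycodone did not differ between PFC and NAc by the test of the difference (median -0.12, adjusted p = 0.513 from limma's camera), which does not show that it was equal. Fkbp5 had a log2 fold change of -0.68 after oxycodone in PFC (-0.46 to -0.86 without 1 library) and -0.24 in NAc (-0.06 without NAc oxycodone replicate 1, -0.46 without NAc oxycodone replicate 2), and neither was called by edgeR or DESeq2. The 33 genes the paper names had a median of -0.17 after oxycodone in NAc (adjusted p = 0.0119 from limma's camera, adjusted p = 0.469 with an estimated correlation) and -0.33 after cocaine in NAc (adjusted p = 0.0326 from limma's camera, adjusted p = 0.578 with an estimated correlation), and this list is not independent of the study's rats.

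Chance can be excluded for the difference between regions. Of 100.0 splits of the 12 libraries into 6 and 6, the real split included, only 1, the real one, called as many genes. It called 5585 against a highest other of 8, in a fit separate from that of 6 groups. The same held for the 32 splits that swap PFC and NAc within rats, taken by treatment and replicate number, of which 30.0 called 0 genes. The remaining one, which the random splits had not drawn, swaps the regions in cocaine rat 2 alone and called 4316 genes, so the libraries hold a further structure. This rat is set by replicate number, and the label of its PFC library is described as replicate 1. Over the 13 genes detected in some rats only, its PFC and NAc libraries matched at 92.3%, and the highest match to another library was 76.9%. For these genes, chosen after they were seen, the values argue against a wrong number. The split by region also called 2161 of the 4316 genes, and for 68.7% of all 4316 this rat differed between PFC and NAc in the direction opposite to the other rats. Drd1 had 21.4 CPM in the PFC library of this rat and 240.5 CPM in its NAc library, so the regions are not exchanged. With the share of ribosomal RNA, highest in the NAc library of this rat, as a covariate this split called 1656 genes and the split by region 8389, and the cause of the rest was not tested. Chance order of TSRs of like score can be excluded for the neighbours of TSRs present in a single list, with 57.4% in PFC against at most 52.3% after shuffling and 41.0% in NAc against at most 29.3%.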
